# Small non-coding RNA profiling and the role of piRNA pathway genes in the protection of chicken primordial germ cells

**DOI:** 10.1186/1471-2164-15-757

**Published:** 2014-09-04

**Authors:** Deivendran Rengaraj, Sang In Lee, Tae Sub Park, Hong Jo Lee, Young Min Kim, Yoon Ah Sohn, Myunghee Jung, Seung-Jae Noh, Hojin Jung, Jae Yong Han

**Keywords:** Aves, Non-coding RNA, piRNA, Primordial Germ Cells

## Abstract

**Background:**

Genes, RNAs, and proteins play important roles during germline development. However, the functions of non-coding RNAs (ncRNAs) on germline development remain unclear in avian species. Recent high-throughput techniques have identified several classes of ncRNAs, including micro RNAs (miRNAs), small-interfering RNAs (siRNAs), and PIWI-interacting RNAs (piRNAs). These ncRNAs are functionally important in the genome, however, the identification and annotation of ncRNAs in a genome is challenging. The aim of this study was to identify different types of small ncRNAs particularly piRNAs, and the role of piRNA pathway genes in the protection of chicken primordial germ cells (PGCs).

**Results:**

At first, we performed next-generation sequencing to identify ncRNAs in chicken PGCs, and we performed *ab initio* predictive analysis to identify putative piRNAs in PGCs. Then, we examined the expression of three repetitive sequence-linked piRNAs and 14 genic-transcript-linked piRNAs along with their linked genes using real-time PCR. All piRNAs and their linked genes were highly expressed in PGCs. Subsequently, we knocked down two known piRNA pathway genes of chicken, PIWI-like protein 1 (*CIWI*) and 2 (*CILI*), in PGCs using siRNAs. After knockdown of *CIWI* and *CILI*, we examined their effects on the expression of six putative piRNA-linked genes and DNA double-strand breakage in PGCs. The knockdown of *CIWI* and *CILI* upregulated chicken repetitive 1 (*CR1*) element and *RAP2B*, a member of RAS oncogene family, and increased DNA double-strand breakage in PGCs.

**Conclusions:**

Our results increase the understanding of PGC-expressed piRNAs and the role of piRNA pathway genes in the protection of germ cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-757) contains supplementary material, which is available to authorized users.

## Background

Organisms that undergo sexual reproduction usually develop from the fusion of male and female gametes during the fertilization process. Germ cells are the only cells that produce functional gametes and transmit parental genetic information to the progeny. Primordial germ cells (PGCs) are the precursors of germ cells and are specified during the early days of embryonic development in all vertebrate species. The origin, migratory routes, and timing of PGC differentiation into germ cells vary among vertebrate species. In chickens, PGCs emerged initially in cleavage-stage embryos [1], and then migrated through the hypoblast layer, germinal crescent area, and blood vessels to reach the bilateral embryonic gonads by approximately embryonic day (E) 2.5 [1–3]. After reaching the gonads, PGCs undergo rapid mitotic cell division to increase their population number. Finally, PGCs differentiate into oogonia in females and prospermatogonia in males at approximately E8.0 and E13.0, respectively [4, 5]. Chicken PGCs can be easily isolated from the early embryos, and cultured long-term without losing their characteristic features [6]. Therefore, chicken PGCs act as an efficient tool for studying the early migration of germ cells, for identifying the germ cell-expressed gene functions, and for the production of transgenic birds [5, 7–10]. Recently, several reviews were emphasized the very recent progresses of PGC studies in biomedical sciences and animal biotechnology [11–14]. Early embryonic development, including the PGC lineage, is governed by the action of many genes and proteins. However, previous studies have shown that small non-coding RNAs (ncRNAs) do not efficiently govern PGCs in vertebrate species. ncRNAs are functional RNAs but lack coding sequences that can be translated into functional proteins. ncRNAs have been described as a broad class of regulatory RNA molecules whose functions continue to be characterized in a variety of model organisms and diseases [15]. The classification of ncRNAs includes highly abundant and functionally important transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), small cytoplasmic RNA (scRNAs), small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), micro RNAs (miRNAs), small-interfering RNAs (siRNAs), and P-element-induced wimpy testis (PIWI)-interacting RNAs (piRNAs) [16–18]. The sizes of most small ncRNAs range between 18 and 32 nt in length, but determining the total number of these ncRNAs in a genome remains challenging. Recently, many high-throughput technologies, including genome-wide association (GWA) studies, chromatin immunoprecipitation followed by sequencing (ChIP-seq) and RNA sequencing (RNA-seq), have been developed to examine various aspects of cellular processes, including the transcriptome, epigenome, proteome and interactome [16, 19]. Next-generation sequencing (NGS) has played an important role in genomic research and has fundamentally changed the nature of genetic experimentation [15]. NGS can be used to detect alternative splice variants using paired ends, as well as to detect relatively short reads or longer reads. In addition, NGS can detect novel classes of ncRNAs [17, 19]. In this study, we performed high-throughput NGS followed by standard annotation protocols to identify different types of small ncRNAs particularly piRNAs in chicken PGCs compared with gonadal stromal cells (GSCs) and chicken embryonic fibroblasts (CEFs), in order to verify their biofunctional activity.

## Results

### Next-generation sequencing of small ncRNAs

High-throughput NGS was performed in chicken PGCs using the Illumina HiSeq platform. We maintained stage X blastoderms, GSCs, and CEFs as reference samples. 

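The sequencing data comprised 1 small RNA library for each of the 4 test samples, so no value below has a replicate and no model of the spread between samples could be fitted. PGCs and GSCs were the SSEA-1-sorted fractions of gonads from about 2000 embryos at embryonic day 6, stage X blastoderms came from 30 freshly laid eggs, and CEFs, fibroblasts cultured from the bodies of 6 embryos at embryonic day 6, were at passage 2. For each sample the authors deposited every distinct clean read with its length and its raw count, without genome positions or annotation. The counts summed to 8913256 reads in PGCs, 7846545 in stage X blastoderms, 9927231 in GSCs, and 16064347 in CEFs. A single read was therefore worth 0.112 RPM (reads per 1000000 reads of the library) in PGCs, 0.127 in stage X blastoderms, 0.101 in GSCs, and 0.06225 in CEFs. The smallest level that this depth can show, taken as 3 reads, was 0.337 RPM in PGCs, 0.382 in stage X blastoderms, 0.302 in GSCs, and 0.187 in CEFs. Counts were divided by these totals to give RPM. Shares of reads are given with Wilson 95% binomial intervals, and single reads were compared between samples with Fisher's exact test. Both cover the sampling of reads only, not the variation between cell preparations. Library size in place of TMM size factors, the minimum RPM, the length window for piRNAs, and the treatment of sequences read once are the choices that could change the numbers.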

Standard protocols were then followed to screen the sequencing data and annotate the small ncRNAs. Raw NGS data were processed to obtain clean reads by removing low-quality reads (Q-value < 13), short read tags (<18 nt), and adaptor-ligated contaminants. 

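The clean reads in the files, summed over all distinct sequences of 18 to 44 nt, came to 8913256 in PGCs, 7846545 in stage X blastoderms, 9927231 in GSCs, and 16064347 in CEFs (no replicates). CEFs were thus the most deeply sequenced sample and stage X blastoderms the least. A few sequences made up much of the depth in some samples. The 10 most frequent sequences held 31.3% of the reads in PGCs, 15.8% in stage X blastoderms, 38.6% in GSCs, and 54.5% in CEFs.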

After the cleaning process, the raw data contained 8,199,557 total reads in PGCs, 6,341,942 in stage X blastoderms, 9,169,772 in GSCs, and 15,180,853 in CEFs. 

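The files held 1239978 distinct sequences in PGCs, 721641 in stage X blastoderms, 604612 in GSCs, and 380560 in CEFs (no replicates). Each distinct sequence was read 7.19 times on average in PGCs and 42.2 times in CEFs. Sequences read only once made up 73.8% of the unique reads in PGCs, 53.6% in stage X blastoderms, 75.5% in GSCs, and 72.3% in CEFs. Because the number of unique reads grows with depth, each library was also reduced to the 7846545 reads of the smallest one. The expected number of unique reads was then 1128056 in PGCs, 505060 in GSCs, and 223253 in CEFs, and PGCs had 5.05 times as many as CEFs, against 3.26 times at full depth. The largest shift came from keeping only sequences with at least 2 reads, which left 325308 unique reads in PGCs and 334536 in stage X blastoderms, so that PGCs no longer had the most.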

From these total reads, there were 1,010,670 unique reads in PGCs, 487,258 in stage X blastoderms, 462,903 in GSCs, and 217,402 in CEFs (Table 1). The statistics of sequencing quality is shown in Additional file 1: Table S1. 

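The files hold the clean reads before this match, and no genome was used here to repeat it. The totals that the paper reports in Table 1 after the match were 92.0% of the reads in the file for PGCs, 80.8% for stage X blastoderms, 92.4% for GSCs, and 94.5% for CEFs. For unique reads, the paper's numbers were 81.5% of those in the file for PGCs, 67.5% for stage X blastoderms, 76.6% for GSCs, and 57.1% for CEFs. The values given here for reads in the files therefore include sequences that the paper's match removed.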

All obtained sequence reads were matched with the current release of the chicken genome in the National Center for Biotechnology Information (NCBI, *Gallus gallus* v.4). Among the annotated reads, the most abundant total read length was ~22 nt. 

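In the files, 22 nt was the most abundant total read length in all 4 samples. It held 33.7% of the reads in PGCs (Wilson 95% interval 33.6% to 33.7%), 18.1% in stage X blastoderms (18.1% to 18.1%), 44.3% in GSCs (44.3% to 44.3%), and 62.3% in CEFs (62.2% to 62.3%; no replicates). Single sequences accounted for a large part of this peak. In PGCs the most frequent read was the 22 nt sequence TACCCTGTAGAACCGAATTTGT with 1580219 reads, or 17.7% of the library. The 22 nt sequence TACCCTGTAGATCCGAATTTGT was the most frequent in GSCs with 1351635 reads (13.6%), TATTGCACTTGTCCCGGCCTGT in stage X blastoderms with 423622 reads (5.40%), and TGAGGTAGTAGGTTGTATAGTT in CEFs with 3402543 reads (21.2%). The most abundant length was still 22 nt in every sample when only sequences with at least 2 reads were kept.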

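Among unique reads, the most abundant length was 26 nt in PGCs with 212429 sequences, or 17.1% (Wilson 95% interval 17.1% to 17.2%; no replicates). The next most abundant length in PGCs was 27 nt with 194298 sequences. In stage X blastoderms the peak was at 22 nt (11.3%) and in CEFs also at 22 nt (13.2%). In GSCs the peak was broad, with 71243 sequences at 24 nt and 70978 at 25 nt, a difference too small to separate the lengths. Sequences of 26 nt were 9.72% of unique reads in stage X blastoderms, 11.4% in GSCs, and 5.92% in CEFs. Keeping only sequences with at least 2 reads left each of these peaks at the same length, and the share at 26 nt in PGCs rose to 18.9%.

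**Figure D1:**
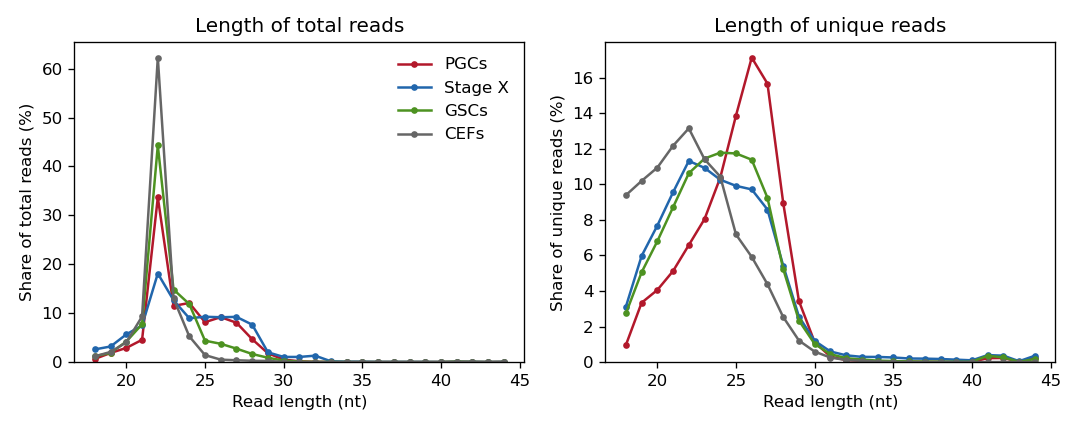
Share of total reads (left) and of unique reads (right) at each read length in nt, as percent of each library, for PGCs, stage X blastoderms, GSCs, and CEFs (1 library each, no error bars). Total reads peak at 22 nt in every sample, while unique reads peak at 26 nt only in PGCs.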

However, the most abundant length of the unique reads in PGCs was ~26 nt, in contrast to the other test samples (Additional file 2: Figure S1). Among the annotated reads in PGCs, the majority of unique reads were mapped to repetitive elements (298,103), followed by exon, rRNA, intron, or tRNA sequences. In stage X blastoderms, the majority of unique reads were mapped to repetitive elements (54,461), followed by exon, rRNA, intron, or tRNA sequences. In GSCs, the majority of unique reads were mapped to exons (69,845), followed by rRNA, repetitive elements, intron, or tRNA sequences. In CEFs, the majority of unique reads were mapped to rRNAs (23,021), followed by exon, intron, tRNA, or repetitive element sequences (Figure 1). The remaining unique reads were mapped to snRNAs, snoRNAs, and scRNAs, while miRNAs were found in low frequencies in all test samples (Figure 1). 

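Upregulated unique reads were counted in the files as sequences above 2 RPM in a sample and at least 2 times the mean RPM of the other 3 samples (no replicates). By this rule 16475 unique reads were upregulated in PGCs, 19273 in stage X blastoderms, 6187 in GSCs, and 4741 in CEFs. The smallest count that passed was 18 reads in PGCs, 16 in stage X blastoderms, 20 in GSCs, and 33 in CEFs. Sequences of 26 to 32 nt were 56.9% of the upregulated unique reads in PGCs (Wilson 95% interval 56.2% to 57.7%), 37.4% in stage X blastoderms (36.7% to 38.1%), 25.0% in GSCs (24.0% to 26.1%), and 6.90% in CEFs (6.21% to 7.65%). Of the upregulated unique reads, 4494 in PGCs (27.3%), 3607 in stage X blastoderms (18.7%), 43 in GSCs (0.695%), and 1558 in CEFs (32.9%) had no read in any of the other samples, so this share was highest in CEFs. The counts depend on the minimum more than on any other choice, and without a minimum RPM the number in PGCs was 1165439. An exact test against the pooled other samples, with Benjamini-Hochberg adjustment, removed few sequences and left 16457 in PGCs.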

We compared the RPKM (reads per kilobase per million reads) values of all unique reads to identify the upregulated ncRNAs in the test samples. Based on the 2-fold cutoff value, 14,624 (55.55%) small ncRNAs originating from repeat sequences were upregulated in PGCs. In addition, 1,281 (4.87%) rRNAs were upregulated in PGCs. In stage X blastoderms, 7,395 (26.5%) upregulated sequences were small ncRNAs originating from repeat sequences, and 7,245 (25.96%) upregulated sequences were rRNAs. In GSCs, 3,141 (63.24%) upregulated sequences were rRNAs, and 324 (6.52%) upregulated sequences were miRNAs. In CEFs, 1,261 (24.59%) upregulated sequences were rRNAs, and 742 (14.47%) upregulated sequences were miRNAs. In addition, a significant number (>25%) of unannotated sequence reads were upregulated in all test samples (Table 2).

**Table 1:** **Raw and processed data of next-generation sequencing**

	Raw data		Clean data (Identity ≥ 90% and HSP coverage ≥ 95% to ***G. gallus*** v.4)				
Sample library	Number of total reads	Total base pairs	Number of total reads	Total base pairs	Minimum base pairs	Maximum base pairs	Number of unique reads
PGCs	9175177	449583673	8199557	193849279	18	44	1010670
Stage X	9243725	452942525	6341942	154246061	18	44	487258
GSCs	10314115	505391635	9169772	208574068	18	44	462903
CEFs	16705966	818592334	15180321	334940464	18	44	217402

**Figure 1:**
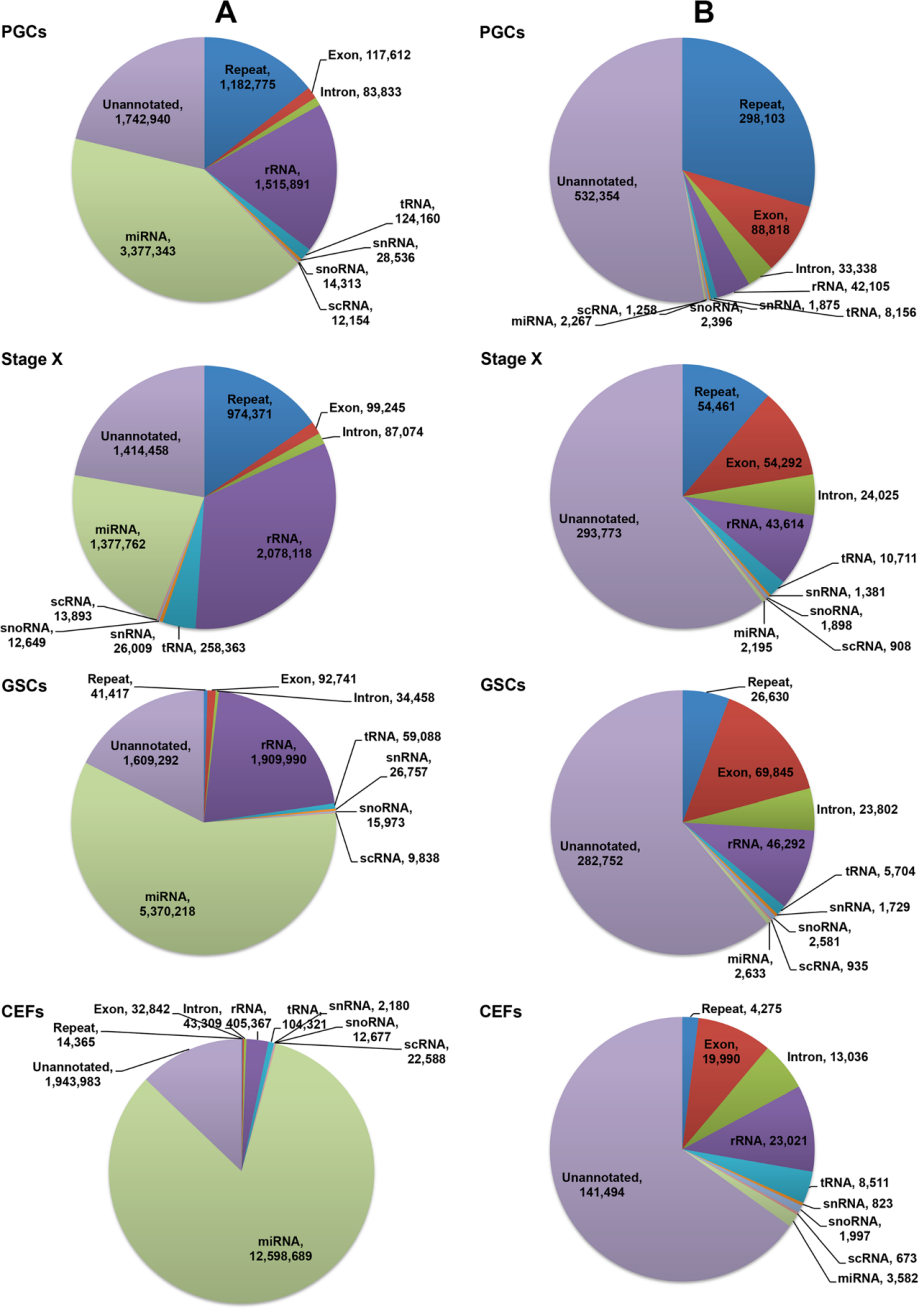
**Genome distribution of total and unique reads.** Genome distribution of total **(A)** and unique **(B)** reads in PGCs, stage X blastoderms, GSCs, and CEFs obtained using high-throughput next-generation sequencing following the standard annotation protocols.

**Table 2:** **Unique small ncRNAs that are upregulated in PGCs, stage X blastoderms, GSCs, and CEFs**

	PGCs		Stage X		GSCs		CEFs	
	(PGCs vs Stage X, GSCs, CEFs)		(Stage X vs PGCs, GSCs, CEFs)		(GSCs vs PGCs, Stage X, CEFs)		(CEFs vs PGCs, Stage X, GSCs)	
	Number of unique reads	%	Number of unique reads	%	Number of unique reads	%	Number of unique reads	%
Repeat	14624	55.55	7395	26.50	5	0.10	49	0.96
Unannotated	8394	31.88	9335	33.46	1248	25.13	2181	42.53
rRNAs	1281	4.87	7245	25.96	3141	63.24	1261	24.59
Intron sense	629	2.39	566	2.03	4	0.08	84	1.64
tRNAs	507	1.93	1831	6.56	37	0.74	554	10.80
Intron antisense	320	1.22	180	0.65	8	0.16	51	0.99
Exon sense	251	0.95	435	1.56	49	0.99	67	1.31
scRNA	92	0.35	124	0.44	20	0.40	44	0.86
miRNAs	96	0.36	448	1.61	324	6.52	742	14.47
snoRNA	75	0.28	165	0.59	96	1.93	79	1.54
snRNA	53	0.20	151	0.54	35	0.70	9	0.18
Exon antisense	6	0.02	28	0.10	0	-	7	0.14
Total	26328	100	27903	100	4967	100	5128	100

### piRNAs obtained using proTRAC software

Since the most abundant base pair size (~26 nt) and annotated classification (repeat sequence origin) of unique reads in PGCs were the potential characteristic of piRNAs, we performed *ab initio* predictive analysis using probabilistic TRacking and Analysis of Clusters (proTRAC) software to identify putative piRNAs in chicken PGCs compared with stage X blastoderms, GSCs, and CEFs. 

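Sequences of 26 to 32 nt, the piRNA length used by proTRAC, were 46.7% of unique reads in PGCs (Wilson 95% interval 46.7% to 46.8%), 28.5% in stage X blastoderms (28.4% to 28.6%), 29.9% in GSCs (29.8% to 30.0%), and 15.0% in CEFs (14.9% to 15.1%; no replicates). As a share of total reads, stage X blastoderms exceeded PGCs, with 24.4% in PGCs and 31.5% in stage X blastoderms. Of the 579604 unique reads of this length in PGCs, 37.8% (37.7% to 37.9%) had T at position 1, against a mean of 22.6% for T at positions 2 to 20 of the same reads. The share with T at position 1 was 30.4% in stage X blastoderms, 22.6% in GSCs, and 20.6% in CEFs. Among reads without T at position 1, A at position 10 was found in 32.3% (32.1% to 32.4%) in PGCs, 26.4% in stage X blastoderms, 25.0% in GSCs, and 21.9% in CEFs. The mean for A at positions 2 to 20 without position 10 in PGCs was 23.5%, but position 2 reached 32.4%. Position 1, where reads with T had been taken out, is not in this mean and reached 37.7%. Weighting each sequence by its count moved A at position 10 in PGCs to 36.9%. It also reversed the order for T at position 1, which was then 41.1% in stage X blastoderms and 36.6% in PGCs. In stage X blastoderms the 3 most frequent sequences of this length all start with T. They held 93018, 85632, and 84114 of the 2468792 reads, against at most 22466 for any in PGCs. A few sequences therefore weigh heavily on the weighted share in stage X blastoderms. From the 26 nt peak and the repeat origin of these reads, the paper reasons that they may be piRNAs and turns to proTRAC.

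**Figure D2:**
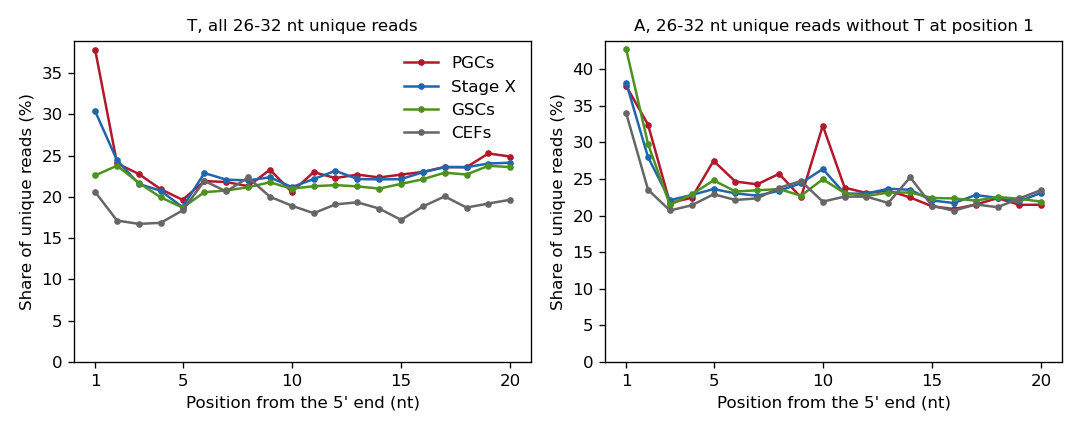
Share of unique reads of 26 to 32 nt, in percent, with T (left, all reads) and with A (right, reads without T at position 1) at each of positions 1 to 20 from the 5' end, for the 4 samples (1 library each). With each unique read counted once, T at position 1 is highest in PGCs (37.8%). PGCs show a peak of A at position 10 (32.3%) beside high values at position 1 (37.7%) and position 2 (32.4%).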

Among all annotated and unannotated unique reads, those that met the input criteria were only accepted for analysis using proTRAC software. The proTRAC output revealed 92,373 unique piRNAs in PGCs. Among the putative piRNAs, a large number (74,337) were derived from repeat sequences. The second largest number of piRNAs (14,478) was derived from unannotated sequences. Approximately 2,827 piRNAs were derived from intronic genetic sequences, and ~ 645 piRNAs from gene exons. In addition, a small proportion of other ncRNAs were identified as piRNAs. In stage X blastoderms, proTRAC output revealed 12,124 unique piRNAs, among which 10,925 were derived from repeat sequences. In GSCs, proTRAC output revealed 4,930 unique piRNAs, among which 3,116 were derived from repeat sequences. In CEFs, proTRAC output revealed only 642 unique piRNAs, and among these piRNAs the most abundant were derived from unannotated sequences (Table 3). In order to cross-validate the putative chicken piRNAs, we performed another *ab initio* predictive analysis using piRNApredictor software with the sequence reads of test samples. The piRNApredictor output revealed more number of unique piRNAs in each test sample (Additional file 3: Table S2). The output results of proTRAC and piRNApredictor were then compared. In this comparison also, a large number of piRNAs were derived from repeat sequences in PGCs. The second largest number of piRNAs was derived from unannotated sequences (Additional file 4: Table S3). However, the piRNAs identified using proTRAC were only referred in the subsequent analysis in this study.

**Table 3:** **proTRAC output and distribution of piRNAs from next-generation sequencing**

Samples	proTRAC input	proTRAC output	Distribution of piRNAs									
	Number of unique reads	Number of unique piRNAs	Repeat	Unannotated	Intron sense	Intron antisense	Exon sense	Exon antisense	snRNA	rRNA	miRNA	tRNA
PGCs	687544	92373	74337	14478	1961	866	524	121	50	22	13	1
Stage X	350113	12124	10925	925	194	63	13	1	0	2	0	1
GSCs	350647	4930	3116	1562	121	62	59	0	5	0	5	0
CEFs	159803	642	31	360	17	2	122	20	1	2	0	87

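All 20 sequences of Table 4 were found in the PGCs file, with 889 to 9408 reads each (99.7 to 1056 RPM; no replicates). In GSCs all 20 were present at 1.01 to 16.2 RPM, in stage X blastoderms 18 were present at up to 10.6 RPM, and no read of any of them was found in CEFs, where the smallest detectable level was 0.187 RPM. Each was more abundant in PGCs than in each of the other samples, and the largest Benjamini-Hochberg adjusted p of these comparisons was 3.5e-239 (Fisher's exact test, over 120 comparisons). Since the paper chose these sequences from the same libraries for their level in PGCs, and all have a high fold change, the test restates that choice and is not independent evidence of it. Fold change over the mean of the other 3 samples ranged from 104 to 226. By the paper's annotation 16 of the 20 were derived from CR1, and these held 34260 of the 40508 reads, or 84.6%. T was at position 1 in 14 of the 20 and A at position 10 in 13. The 20 sequences are not all separate, since 6 of them shared at least 18 nt with another. Adding all reads that start with the same 20 nt left 20 of 20 above the other samples. From this ranking the paper describes the majority of the top repeat-derived piRNAs as LINE or CR1 sequences.

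**Figure D3:**
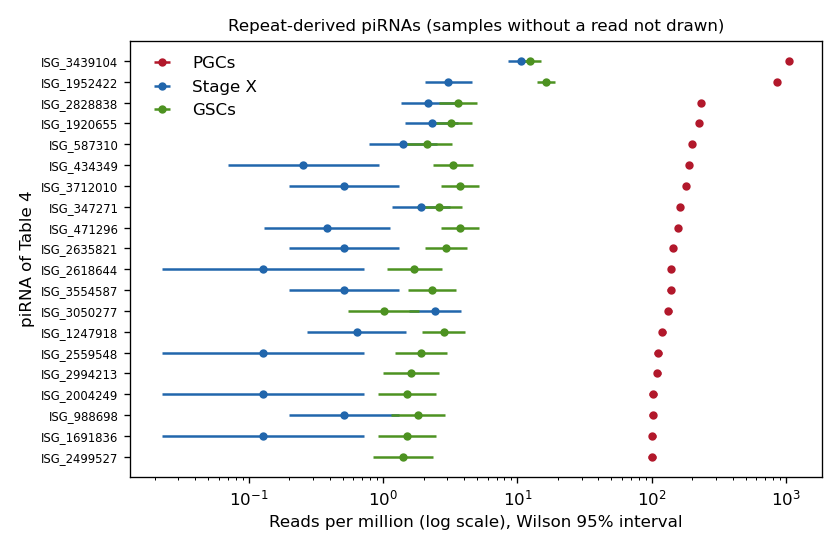
RPM (log scale) of the 20 piRNAs of Table 4 in PGCs, stage X blastoderms, and GSCs, with Wilson 95% intervals from the sampling of reads (1 library each). CEFs, and samples without a read, are not drawn. Every piRNA is at 99.7 RPM or more in PGCs and at 16.2 RPM or less in the other samples.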

Table 4 shows the top 20 putative piRNAs originating from repeat sequences based on the RPKM values in PGCs, the majority of which were derived from the long interspersed element (*LINE*) or chicken repetitive 1 (*CR1*). 

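The 20 sequences of Table 5 were all found in the PGCs file, at 9 to 457 reads each (1.01 to 51.3 RPM; no replicates). They are far less abundant than those of Table 4, with 2599 reads in all against 40508. None had a read in stage X blastoderms or CEFs, and 10 were found in GSCs, with at most 8 reads. Every one was above each of the other samples by Fisher's exact test, the largest Benjamini-Hochberg adjusted p being 0.0045. These sequences too were picked from the same counts, so the test restates that choice. At the lowest counts it cannot exclude the sampling of reads as the source of the difference. In 5 of the 20 the level in PGCs was below 2 RPM, and for the last 2, with 9 reads each, the Wilson 95% interval ran from 0.531 to 1.92 RPM. Where the other samples have 0 reads, the fold change rests on the floor of 0.01 RPM and not on a measured level. By the paper's annotation 8 were intron sense, 6 intron antisense, 3 exon sense, and 3 exon antisense. With all reads that start with the same 20 nt added, 19 of the 20 stayed above the other samples.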

Table 5 shows the top 20 putative piRNAs originating from genic sequences based on RPKM values in PGCs. We also searched for additional information on these piRNA-linked coding genes, such as their associated pathways using the Kyoto Encyclopedia of Genes and Genomes database (KEGG) [20], functional domains using protein family matrices (Pfam) [21], and molecular function gene ontologies using AmiGO, a web based application for gene ontology search [22]. Furthermore, we searched for possible functions of piRNA-linked coding genes based on earlier studies. These search results demonstrated that the majority of piRNA-linked coding genes are involved in specific pathways and are functionally related to germ cells, testis, and ovary in different vertebrates (Additional file 5: Table S4).

**Table 4:** **List of top 20 repeat sequences originated piRNAs that upregulated in PGCs**

piRNA seq. ID	Sequence length	Sequences	Origin	Genomic distribution	PGCs	Stage X	GSCs	CEFs	Fold change
					(RPKM)	(RPKM)	(RPKM)	(RPKM)	
ISG_3439104*	25	TATTTCCTAACGTCCAGCCTGAACC	Repeat seq.	*LINE/CR1:0*	1147.02	13.07	13.52	0	129.42
ISG_1952422*	27	CCAGAACACACTTGGCCTTCCGGGCTG	Repeat seq.	*LINE/CR1:0*	928.3	3.78	17.55	0	130.55
ISG_2828838	25	CACTGATGGACAGGTCCTGGCTAAG	Repeat seq.	*LTR/ERVL:1*	251.4	2.68	3.92	0	114.24
ISG_1920655*	27	ACTGAACACAGCACTCGAGGTGAGGCC	Repeat seq.	*LINE/CR1:0*	242.5	2.83	3.49	0	115.05
ISG_587310	25	TATTTCCTAACGTCCAGCCTGAATC	Repeat seq.	*Ambi*	215.07	1.73	2.29	0	160.43
ISG_434349	27	TCCTTGCACAGCCACGACAGTCGCCTG	Repeat seq.	*LINE/CR1:0*	205.56	0.31	3.6	0	157.61
ISG_3712010	25	TACCTGTAGAACCCCTTCTTGTTGT	Repeat seq.	*LINE/CR1:0*	194.22	0.63	4.03	0	124.93
ISG_347271	28	TTGAACCTCATTAGGTTTTCGTGGGACC	Repeat seq.	*LINE/CR1:0*	175.2	2.36	2.83	0	101.14
ISG_471296	27	TGCACTCGATGCCATCGTCTGTCACTG	Repeat seq.	*LINE/CR1:0*	169.35	0.47	4.03	0	112.74
ISG_2635821	26	TTCCAGCGTTGTGTGATTTTAGAAGC	Repeat seq.	*LINE/CR1:1*	155.45	0.63	3.16	0	123
ISG_2618644	26	TGCTGACGGACTTCCCTGGGCCTGCT	Repeat seq.	*LTR/ERVL:1*	150.81	0.16	1.85	0	225
ISG_3554587	29	TCTGATCATCCTCTGGACTTGCTCCAAGA	Repeat seq.	*LINE/CR1:0*	149.72	0.63	2.51	0	143.16
ISG_3050277	25	TTTTGACTTAAAAAACGTGTGCGCC	Repeat seq.	*LTR/ERVL:1*	144.48	2.99	1.09	0	106.18
ISG_1247918	25	AAGAAAGACGCAGAGCTCTTGGACC	Repeat seq.	*LINE/CR1:1*	130.09	0.79	3.05	0	101.63
ISG_2559548	26	TTTCCATCCCTCACTGTCTCTGAGCT	Repeat seq.	*LINE/CR1:0*	120.94	0.16	2.07	0	162.79
ISG_2994213	27	TGTACCTGTAGAACCCCTTCTTGTTGT	Repeat seq.	*LINE/CR1:0*	119.36	0	1.74	0	205.28
ISG_2004249	23	TTTCCTAACGTCCAGCCTGAACC	Repeat seq.	*LINE/CR1:0*	110.95	0.16	1.64	0	185.66
ISG_988698	26	GATGATCAGAGGGCTGGAGCACCTCC	Repeat seq.	*LINE/CR1:1*	110.22	0.63	1.96	0	127.55
ISG_1691836	26	TGTACCTGTAGAACCCCTTCTTGTTG	Repeat seq.	*LINE/CR1:0*	109.73	0.16	1.64	0	183.61
ISG_2499527	25	AGGAATGGGCTGCCCAGAGAGGTGG	Repeat seq.	*LINE/CR1:1*	108.39	0	1.53	0	213.04

*LINE*: long interspersed element; *CR1*: chicken repetitive 1 element; *LTR*: long terminal repeat; ERVL: endogenous retroviral element; *Ambi* (ambiguous): denotes small RNAs overlap with more than one repeat type. *piRNAs were examined by qPCR along with *CR1*.

**Table 5:** **List of top 20 genic sequences originated piRNAs that upregulated in PGCs**

piRNA seq. ID	Sequence length	Sequences	Origin	Genomic distribution	Associated gene	PGCs	Stage X	GSCs	CEFs	Fold change
						(RPKM)	(RPKM)	(RPKM)	(RPKM)	
ISG_2943457*	25	GACAGACAGAGCTGCCCCTGAGCCT	Intron_antisense	NM_001146136_intr_4	*CHIR-B5*	55.72	0	0.87	0	191.65
ISG_1259042*	27	AGACTGAAGATGTGCACCTGACGCCAG	Intron_sense	NM_001146141_intr_4	*CHIR-AB1*	49.62	0	0.76	0	195.06
ISG_2785619*	26	TTCTGCATGTTGCTCTCTGTCAGCTG	Intron_sense	NM_001030561_intr_5	*PLLP*	42.92	0	0.33	0	393.64
ISG_2237691	25	AGACTGAAGATCTGCACCTGACACC	Intron_sense	NM_001146136_intr_6	*CHIR-B5*	35.6	0	0.87	0	122.45
ISG_2022559*	27	TGTTTACTGACTGAGCTACTTTTCCCC	Intron_sense	NM_205163_intr_15	*MYO1A*	33.41	0	0.11	0	919.25
ISG_2633063*	26	AGGGTACTGAGACATCTTGGAGACAA	Intron_antisense	NM_204716_intr_4	*SLC6A2*	19.87	0	0.33	0	182.28
ISG_1354003*	21	TTTCCAAGGACCAGTAGCGCT	Intron_sense	NM_205429_intr_1	*17.5*	18.29	0	0.55	0	100.65
ISG_2087909*	26	TCTCAAAGGATTCCGCATCGTCGACG	Exon_antisense	NM_001030702_exon_1	*RAP2B*	11.95	0	0	0	1194.81
ISG_3065006*	28	AAGGACCCAAATGGTAGCAGAGGCCATG	Intron_antisense	NM_205186_intr_18	*LRP8*	9.51	0	0.11	0	261.68
ISG_3356981*	25	AATGCTGAGAACTAAGGATGCCTCC	Intron_sense	NM_205098_intr_2	*VDR*	7.92	0	0	0	792.48
ISG_3294350*	30	CAGGCTGTGACCCTGGAATTCCACTACACT	Intron_sense	NM_001013397_intr_72	*MYH1E*	7.44	0	0.11	0	204.65
ISG_2645108*	27	GAGTGTGAGAAGGGCTTTGTGCAGAGC	Exon_antisense	NM_001030695_exon_5	*ZNF302*	5.24	0	0	0	524.26
ISG_2675670*	23	CGGTGTGGGACGAGAAGGAGAAC	Exon_sense	NM_204729_exon_2	*RGN*	4.88	0	0	0	487.68
ISG_3080707*	27	CTGTGAGTGTGTGAGTGCGGCGGCGCG	Intron_antisense	NM_204952_intr_1	*FOXD2*	4.27	0	0.11	0	117.42
ISG_3280151*	24	AAGGACCTCTGAGAATTGCTTTCT	Exon_sense	NM_001030884_exon_12	*RASSF2*	2.32	0	0	0	231.65
ISG_1621199	27	CAGAAGAGAAGCTGAACACAGGGTGTC	Intron_antisense	NM_001031121_intr_7	*VAMP7*	1.95	0	0	0	195.07
ISG_882291	28	TTAAAGATATTTGGCTGCCTGGCTCGCC	Intron_sense	NM_001081502_intr_4	*NLGN1*	1.95	0	0	0	195.07
ISG_2363541	26	AAGGACACCGAGGCTCTGCGTGCTGA	Exon_sense	NM_205525_exon_2	*APOA1*	1.83	0	0	0	182.88
ISG_2033456	26	TCGGCTCGGCTCGGCTCGGCTCGGCT	Exon_antisense	NM_001006501_exon_1	*ADK*	1.1	0	0	0	109.73
ISG_950928	27	ATCTGCGTTTAAAGCTCTTTGCACACT	Intron_antisense	NM_001030561_intr_5	*PLLP*	1.1	0	0	0	109.73

*CHIR-B5*: immunoglobulin-like receptor CHIR-B5; *CHIR-AB1*: immunoglobulin-like receptor CHIR-AB1; *PLLP*: plasmolipin; *MYO1A:* myosin IA; *SLC6A2:* solute carrier family 6, member 2; *17.5*: lectin-like protein, type II transmembrane protein (17.5); *RAP2B:* RAP2B, member of RAS oncogene family; *LRP8:* low density lipoprotein receptor-related protein 8, apolipoprotein e receptor; *VDR*: vitamin D3 receptor; *MYH1E*: myosin, heavy chain 1E, skeletal muscle; *ZNF302*: zinc finger protein 302; *RGN*: regucalcin; *FOXD2*: forkhead box D2; *RASSF2*: Ras association (RalGDS/AF-6) domain family member 2; *VAMP7*: vesicle-associated membrane protein 7; *NLGN1*: neuroligin 1; *APOA1*: apolipoprotein A-I; *ADK*: adenosine kinase. *piRNAs were examined by qPCR along with their associated genes.

### Expression analysis of putative piRNAs and piRNA-linked genes

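In the files ISG_3439104 (TATTTCCTAACGTCCAGCCTGAACC) had 9408 reads in PGCs, or 1056 RPM (Wilson 95% interval 1034 to 1077), against 10.6 RPM in stage X blastoderms and 12.5 in GSCs (no replicates). ISG_1952422 (CCAGAACACACTTGGCCTTCCGGGCTG) was at 854 RPM in PGCs (835 to 874), 3.06 in stage X blastoderms, and 16.2 in GSCs. ISG_1920655 (ACTGAACACAGCACTCGAGGTGAGGCC) was at 223 RPM in PGCs (214 to 233), 2.29 in stage X blastoderms, and 3.22 in GSCs. None of the 3 had a read in CEFs. The fold change over the mean of the other samples was 137, 133, and 121, respectively. With TMM size factors these became 163, 152, and 143. All 3 are annotated in Table 4 as LINE/CR1, and all were above the paper's cutoff of 2. They were selected from these same libraries, so the values describe the selection and do not test it.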

We examined the expression of three repeat sequence-linked piRNAs (ISG_3439104, ISG_1952422, ISG_1920655) that were upregulated in PGCs (RPKM value > 2) along with *CR1* using quantitative real-time PCR (qPCR). The expression of the three repeat sequence-linked piRNAs and *CR1* were enriched in PGCs compared with stage X blastoderms, GSCs, and CEFs. However, the expression of the piRNAs was several folds higher in PGCs than that of *CR1* (Figure 2). We then performed qPCR to examine the expression of 14 genic-transcript-linked piRNAs (ISG_2943457, ISG_1259042, ISG_2785619, ISG_2022559, ISG_2633063, ISG_1354003, ISG_2087909, ISG_3065006, ISG_3356981, ISG_3294350, ISG_2645108, ISG_2675670, ISG_3080707, ISG_3280151) that were upregulated in PGCs (RPKM value > 2) along with their 14 linked genes, including immunoglobulin-like receptor CHIR-B5 (*CHIR-B5*), immunoglobulin-like receptor CHIR-AB1 (*CHIR-AB1*), plasmolipin (*PLLP*), myosin IA (*MYO1A*)*,* solute carrier family 6, member 2 (*SLC6A2*), lectin-like protein, type II transmembrane protein (*17.5*), RAP2B, member of RAS oncogene family (*RAP2B*), low density lipoprotein receptor-related protein 8, apolipoprotein e receptor (*LRP8*), vitamin D3 receptor (*VDR*), myosin, heavy chain 1E (*MYH1E*), zinc finger protein 302 (*ZNF302*), regucalcin (*RGN*), forkhead box D2 (*FOXD2*), and ras association (RalGDS/AF-6) domain family member 2 (*RASSF2*), respectively (Figure 3). 

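All 14 of these sequences were above 2 RPM in the PGCs file, from 2.13 to 51.3 RPM (19 to 457 reads; no replicates). As exact sequences, none had a read in stage X blastoderms or CEFs, and 9 had reads in GSCs, at 0.806 RPM or less. ISG_2087909 (TCTCAAAGGATTCCGCATCGTCGACG), linked to exon antisense of RAP2B, was at 11.0 RPM in PGCs (Wilson 95% interval 9.02 to 13.4). ISG_3065006 (AAGGACCCAAATGGTAGCAGAGGCCATG), from an intron antisense of LRP8, was at 8.75 RPM (7.01 to 10.9), with 1 read in GSCs. ISG_3356981 (AATGCTGAGAACTAAGGATGCCTCC), from an intron sense of VDR, was at 7.29 RPM (5.72 to 9.29). ISG_2645108 (GAGTGTGAGAAGGGCTTTGTGCAGAGC), from exon antisense of ZNF302, was at 4.82 RPM (3.58 to 6.50), and ISG_2675670 (CGGTGTGGGACGAGAAGGAGAAC), from exon sense of RGN, at 4.49 RPM (3.30 to 6.11). The largest Benjamini-Hochberg adjusted p among the 14 was 7.3e-06 (Fisher's exact test against each other sample), on the same counts from which the sequences had been selected as upregulated. Counting every read with the same first 20 nt raised ISG_2675670 to 23.8 RPM in PGCs but also from 0 to 2.12 RPM in GSCs, and its fold change fell from 449 to 33.7. With these reads, 5 of the 14 were no longer absent from stage X blastoderms. The highest there was ISG_3294350, linked to MYH1E, at 3.31 RPM, and its fold change fell from 204 to 10.5. ISG_3080707, linked to FOXD2, was at 1.53 RPM and ISG_3065006 at 1.15 RPM in stage X blastoderms. A level of 0 in stage X blastoderms does not exclude a low level, since its Wilson 95% interval reaches 0.490 RPM at this depth.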

As expected, all genic-transcript-linked piRNAs and their linked genes were highly expressed in PGCs compared with stage X blastoderms, GSCs, and CEFs.

**Figure 2:**
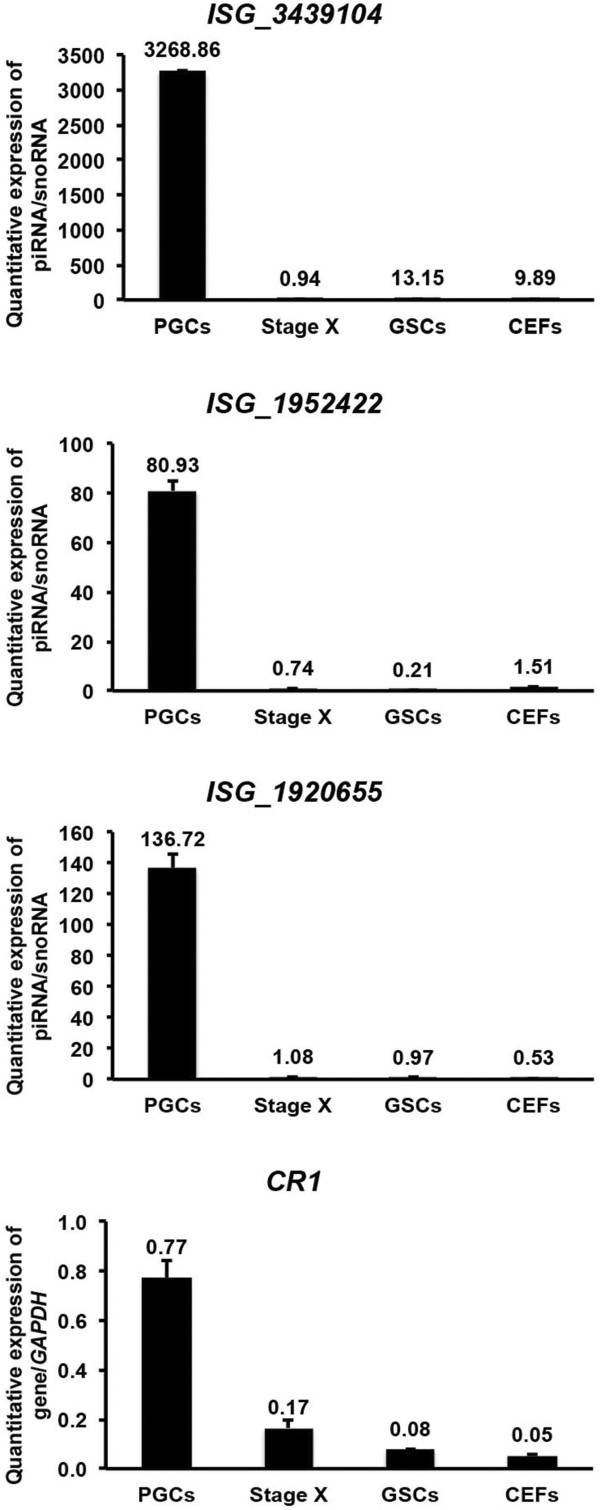
**qPCR analysis of piRNAs and piRNA-linked non-coding gene.** qPCR quantitative expression analysis of three repeat sequence-linked putative piRNAs that were upregulated in PGCs, along with *CR1*. cDNA templates used for the amplification of piRNAs and genes were prepared separately, and amplified using the appropriate piRNA- and gene-specific primers. The expression of piRNAs and *CR1* were normalized against that of snoRNA and *GAPDH*, respectively. Bars indicate the SEM of triplicate analyses.

**Figure 3:**
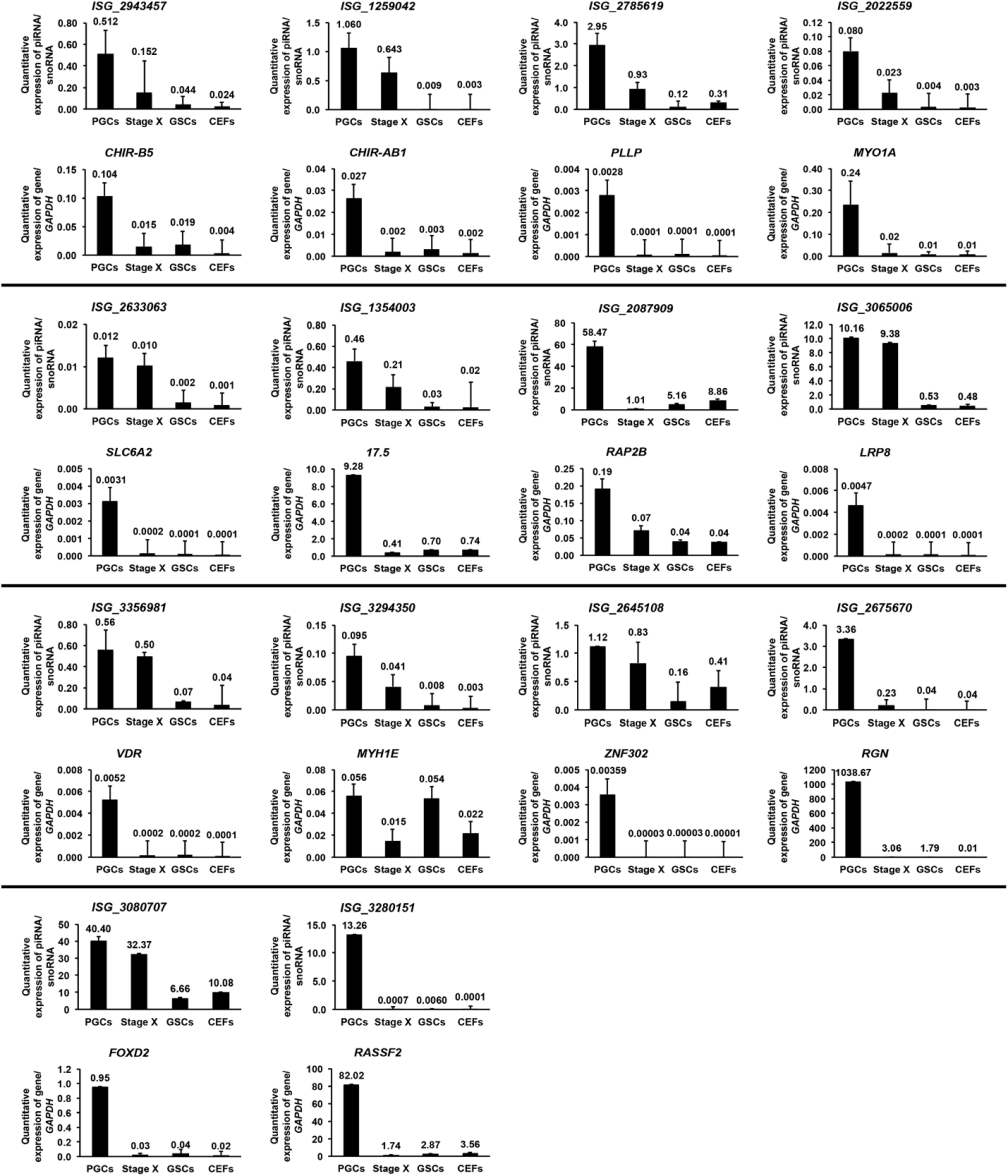
**qPCR analysis of piRNAs and piRNA-linked coding genes.** qPCR quantitative expression analysis of 14 genic-transcript-linked piRNAs that were upregulated in PGCs, along with their linked coding genes. cDNA templates used for the amplification of piRNAs and genes were prepared separately, and amplified with appropriate piRNA- and gene-specific primers. The expression of piRNAs and genes were normalized against that of snoRNA and *GAPDH*, respectively. Bars indicate the SEM of triplicate analyses.

### Functional validation of piRNA-linked genes

Since the expression of the identified piRNAs and their linked genes were higher in germ cells than in other test samples, we performed an indirect functional validation of selected piRNA-linked genes by knocking down the known testis/ovary-specific piRNA pathway genes from chicken, PIWI-like protein 1 (*CIWI*) and 2 (*CILI*). We first examined the expression patterns of *CIWI* and *CILI* using qPCR and *in situ* hybridization. The expression of *CIWI*, detected by qPCR, was several folds higher in PGCs than in stage X blastoderms, GSCs, and CEFs (Figure 4A). Furthermore, the expression of *CIWI* was detected continually in the developing germ cells at various developmental stages of male and female gonads based on *in situ* localization. In the adult stage, the expression of *CIWI* was restricted to spermatogonia in males and oocytes in females (Additional file 6: Figure S2). Similar to *CIWI*, the expression of *CILI* was also several folds higher in PGCs detected by qPCR (Figure 4A) and localized to germ cells throughout the developmental stages based on *in situ* hybridization (Additional file 7: Figure S3). However, the expression of *CILI* was slightly stronger than that of *CIWI*. In the adult stage, the expression of *CILI* was detected in spermatogonia and spermatocytes of males and in oocytes, granulosa cells and theca cells in females (Additional file 7: Figure S3).

**Figure 4:**
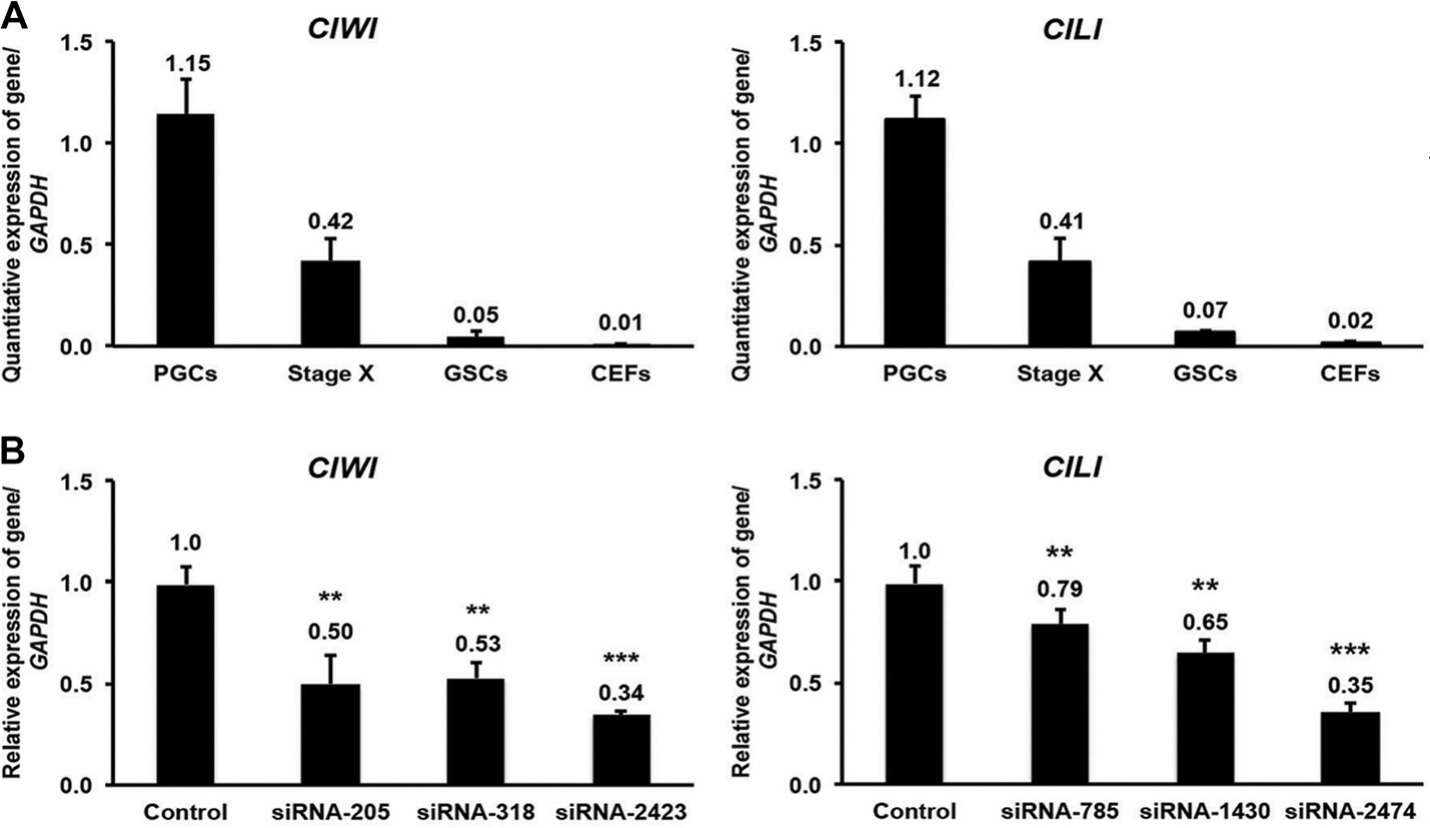
**qPCR and knockdown analysis of** ***CIWI*** **and** ***CILI*** **. (A)** qPCR quantitative expression analysis of the chicken piRNA pathway genes *CIWI* and *CILI* in PGCs, stage X blastoderms, GSCs, and CEFs. **(B)** Knockdown of *CIWI* and *CILI* in chicken PGCs. Three siRNAs each for the knockdown of *CIWI* and *CILI* were transfected into PGCs using lipofection. Approximately 48 h after transfection, knockdown efficiency was examined by qPCR amplification of *CIWI* and *CILI*. The expression of *CIWI* and *CILI* was normalized against that of *GAPDH*. Bars indicate the SEM of triplicate analyses. **P < 0.01 vs. control and ***P < 0.001 vs. control.

We used three siRNAs (siRNA-205, siRNA-318, and siRNA-2423) to knockdown *CIWI* in PGCs using RNA transfection. Approximately 48 h after transfection, all three siRNAs significantly decreased the expression of *CIWI*: 50% decrease by siRNA-205, 47% by siRNA-318, and 66% by siRNA-2423 (Figure 4B). Similarly, we used three other siRNAs (siRNA-785, siRNA-1430, and siRNA-2474) to knockdown *CILI* and found that all three significantly decreased the expression of *CILI*: 21% decrease by siRNA-785, 35% by siRNA-1430, and 65% by siRNA-2474 (Figure 4B). After maximum knockdown of *CIWI* (using siRNA-2423) and *CILI* (using siRNA-2474) was achieved, we examined the expression of a repeat sequence originated piRNA-linked gene (*CR1*) and of five genic sequences originated piRNA-linked genes (*RAP2B*, *LRP8*, *VDR*, *ZNF302* and *RGN*) that play crucial role in germ cells. Compared with the control, knockdown of *CIWI* and *CILI* increased the expression of both *CR1* and *RAP2B* by at least 2-fold in PGCs. In contrast, knockdown of *CIWI* and *CILI* decreased the expression of *VDR* and *RGN* (Figure 5).

**Figure 5:**
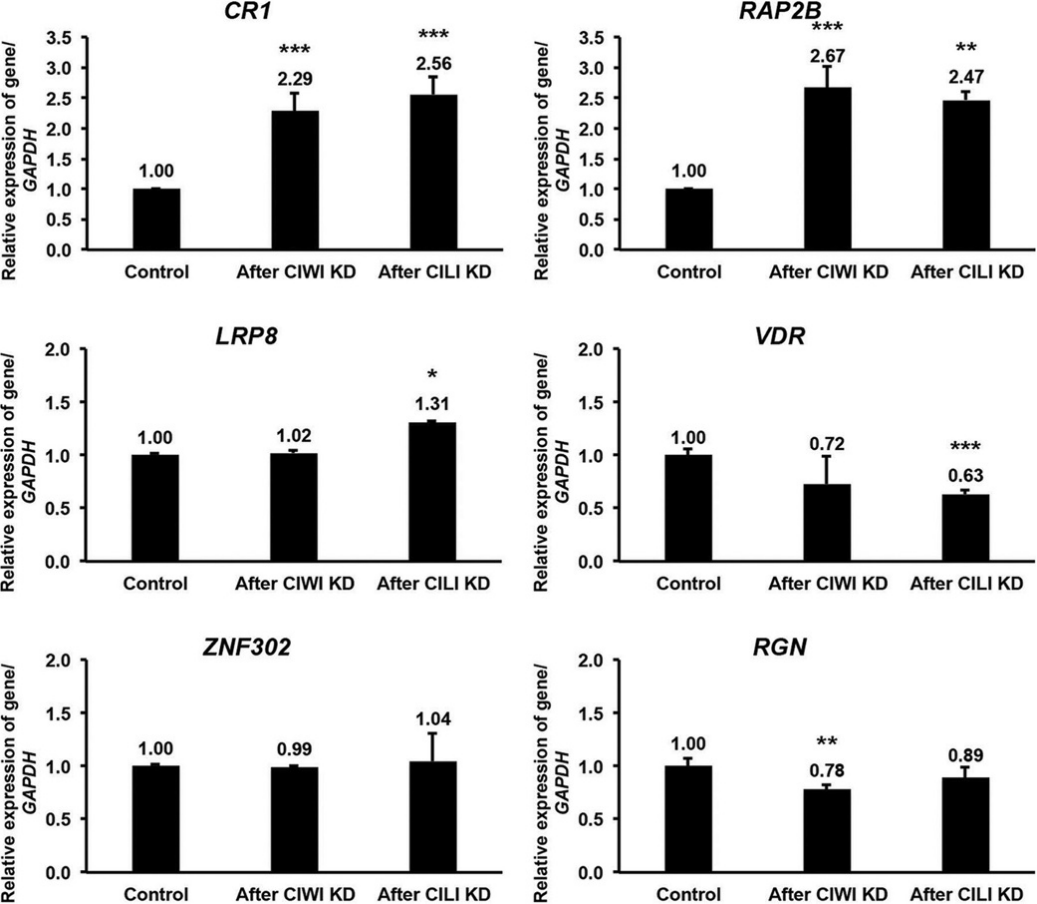
**Effects of** ***CIWI*** **and** ***CILI*** **knockdown on the expression of piRNA-linked genes.** Effects of chicken piRNA pathway genes *CIWI* and *CILI* knockdown on the expression of six putative piRNA-linked genes including *CR1*, *RAP2B*, *LRP8*, *VDR*, *ZNF302*, and *RGN* using qPCR. The relative expression of all genes was normalized against that of *GAPDH*. Bars indicate the SEM of triplicate analyses. *P < 0.05 vs. control, **P < 0.01 vs. control, and ***P < 0.001 vs. control.

Finally, we examined double-strand DNA breakage in PGCs after maximum knockdown of *CIWI* and *CILI*. Approximately 48 h after knockdown, PGCs were incubated with anti-gamma H2A.X (phospho S139) followed by incubation with phycoerythrin. Both *CIWI* and *CILI* knockdown in PGCs resulted in clear anti-gamma H2A.X staining, indicating double-strand breakage. This DNA double-strand breakage may be mediated by the increased amount of *CR1* after knockdown of *CIWI* and *CILI*. Anti-gamma H2A.X staining was not detected in control PGCs (Figure 6).

**Figure 6:**
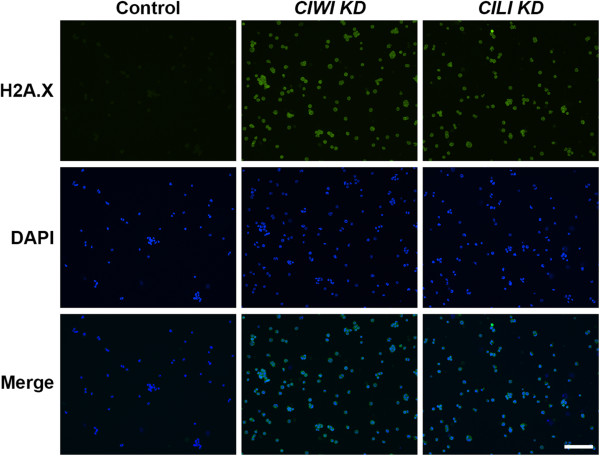
**Immunocytochemical analysis of anti-gamma H2A.X expression in PGCs after knockdown of** ***CIWI*** **and** ***CILI*** **.** Approximately 48 h after knockdown, PGCs fixed with paraformaldehyde were incubated with anti-gamma H2A.X followed by secondary antibody phycoerythrin to examine double-strand DNA breakage. DAPI was used for counterstaining. Bar = 100 μm.

## Discussion

Protein-coding genes and proteins have been explored by several functional genomic studies in animals and plants. However, protein-coding genes account for a small proportion of the whole genome. The most exciting area in recent genomic studies has been the discovery and functional analysis of ncRNAs, which account for the majority of the genome and play critical roles in regulating protein-coding genes [23]. ncRNAs can be classified as long ncRNAs (>300 nt in length) or short ncRNAs (18-32 nt in length). Many high-throughput methods and annotation programs have been developed to identify ncRNAs. Among the high-throughput methods, the inexpensive production of large volumes of sequence data is the primary advantage of NGS over conventional methods [24]. In this study, we performed NGS to identify short ncRNAs in chicken PGCs. The data generated from high-throughput technologies can be difficult to manage [19]. Therefore, the millions of total reads obtained in this study were processed to obtain clean reads. After processing the sequences, total and unique reads were used to annotate small ncRNAs. However, a significant proportion of sequencing reads were unannotated in all test samples. Identifying ncRNA sequences and their genomic locations can be complicated, since several classes of ncRNAs are poorly conserved [15]. These unannotated reads may include novel classes of ncRNAs; therefore, their genomic conservation and potential functions on gene regulation should be explored.

In this study, annotated ncRNAs may have a specific function in an organism. For example, tRNAs and rRNAs are functionally essential for protein synthesis in all living organisms. The tRNAs of eukaryotes contain stretches of base sequences that are similar to those found in their respective rRNA, and these two RNAs share common ancestral origins rather than common functions [25]. snoRNA has diverse roles in RNA silencing, telomerase maintenance and regulation of alternative splicing. Dysregulation of snoRNAs can cause cancer in humans [26]. snRNAs transcribed from RNA polymerase II are most abundant in the nucleus of eukaryotes. snRNAs play important roles in the splicing of introns from primary genomic transcripts. Additionally, snRNAs regulate various aspects of RNA biogenesis, from transcription to polyadenylation and RNA stability [27]. miRNA is one of the best-studied classes of small RNAs. They are highly abundant and conserved among several species and involved in posttranscriptional regulation of gene expression in various tissues [16]. When we compared the RPKM values of small ncRNAs among test samples, ncRNAs originating from repeat sequences were upregulated in PGCs. In animals, siRNAs and piRNAs are mainly derived from repetitive elements (transposable elements). piRNAs are produced through the dicer-independent biogenesis pathway, which results in mature species that are longer (23-30 nt) than miRNAs and siRNAs [28]. In this report, the most abundant base pair size among the unique reads in PGCs was ~ 26 nt, a characteristic of piRNAs.

Among the classes of ncRNAs, piRNAs are important post-transcriptional regulators in germ cells. They can be classified as repetitive element sequence-derived or protein-coding genes-derived based on their genomic origins [17, 28]. Furthermore, the expression of most ncRNAs is ubiquitous, but piRNAs are expressed specifically in germ cells [17]. However, little information is available on piRNAs and their roles in germ cells of vertebrate species. In this report, we examined putative piRNAs in PGCs compared with stage X blastoderms, GSCs and CEFs. The proTRAC output showed a higher proportion of piRNAs (74,337) that were exclusively derived from different types of repeat sequences in PGCs. In addition, a significant proportion of piRNAs were derived from genomic regions and other types of ncRNAs in PGCs. Since the proTRAC software identifies piRNAs based on typical characteristics including the number of loci with T at position 1 or A at position 10 that is the so-called ping-pong signature, all identified piRNAs in chicken PGCs might be amplified in the ping-pong cycle. 

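Without a genome, pairs of unique reads of 26 to 32 nt were sought by sequence, as reads whose first 10 nt are complementary to a stretch of another read, and counted by the overlap of the 5' ends from 10 to 20 nt. In PGCs 3860820 ordered pairs overlapped by 10 nt, 3.03 times the mean of the overlaps from 11 to 20 nt, and the z of the 10 nt overlap against those was 26.1 (no replicates). The z was 18.6 in stage X blastoderms with a ratio of 1.94, and 4.74 in GSCs with a ratio of 1.22. CEFs showed no excess, with a z of -1.55. Counting each 10 nt word once, whatever its number of reads, moved the result in PGCs most, to a z of 0.698. This setting was added after the files arrived. It gave its highest z, 2.67, in CEFs, so a low z under it does not decide whether the excess is real. Weighting pairs by read counts left a z of 15.7 in PGCs but lowered it to 0.617 in stage X blastoderms and 1.62 in GSCs. In Table 4 itself, the first 10 nt of ISG_3554587 and ISG_988698 are complementary, the only such pair among the 40 sequences of Tables 4 and 5. From T at position 1 or A at position 10, which proTRAC uses, the paper proposes that the piRNAs in PGCs may be amplified in the ping-pong cycle.

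**Figure D4:**
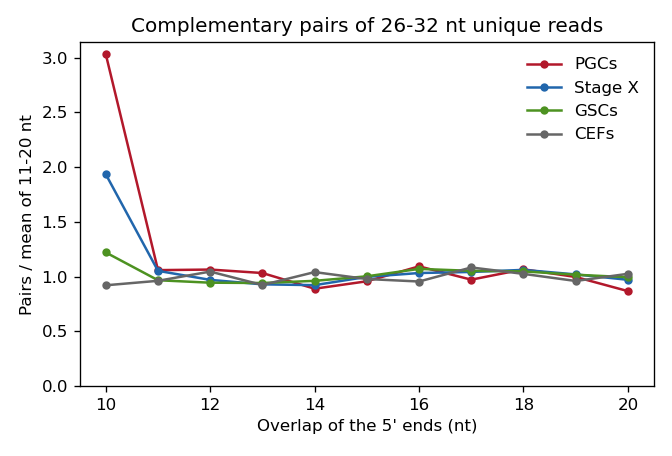
Number of complementary pairs of 26 to 32 nt unique reads at each overlap of the 5' ends from 10 to 20 nt, divided by the mean of 11 to 20 nt in the same sample, for the 4 samples (1 library each). The ratio at 10 nt is 3.03 in PGCs, 1.94 in stage X blastoderms, 1.22 in GSCs, and 0.921 in CEFs.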

When we examined the expression of *CR1* and three repeat sequence-linked piRNAs, piRNA expression was high in PGCs compared with *CR1* expression. This result indicates that these piRNAs are already activated to control *CR1* expression. Based on the expression of 14 genic-transcript-linked piRNAs along with their linked genes, the expression of most piRNAs and piRNA-linked genes were highly expressed in PGCs. This may indicate that these piRNAs are produced from their linked genes to regulate various PGC functions. Nevertheless, further investigation of the co-expression of piRNAs and their linked genes in PGCs is required. In this report, we examined pathway information, functional domains and functions of piRNA-linked genes. We found that the majority of piRNA-linked genes are functionally related to germ cells, testis, and ovary in different vertebrates. piRNAs are thought to be required for germ cell development in vertebrate species [16]. Not only piRNAs but also piRNA-linked genes showed predominant functions in the germ cells of vertebrate species [29, 30]. In addition, the expression level of specific piRNAs in stage X blastoderms was very similar to those in PGCs. 

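In the sequencing files, 17505 sequences of 26 to 32 nt were above 2 RPM in PGCs or stage X blastoderms, 11588 in PGCs and 8872 in stage X blastoderms, and 2955 of them in both (no replicates). Of those above 2 RPM in PGCs, 12.5% were within 2 times of their level in stage X blastoderms and 51.2% had no read there. Of those above 2 RPM in stage X blastoderms, 21.9% had no read in PGCs. Above 10 RPM, 26.0% of those in PGCs and 8.32% of those in stage X blastoderms had no read in the other sample. The Spearman correlation of RPM across the 17505 sequences was -0.287 and the Pearson correlation of log2(RPM + 0.1) was -0.248. These are correlations across sequences, which are not independent replicates, and choosing sequences that are high in either sample lowers them. The levels of one sample were also assigned to the sequences at random, 100 times with the same selection. The Spearman correlation then lay between -0.765 and -0.755, and 108 to 156 sequences were above 2 RPM in both. The observed -0.287 and 2955 were above these ranges. Levels in PGCs and stage X blastoderms thus went together more than under random pairing, and the negative sign does not show opposed levels. Among the 2955 sequences above 2 RPM in both samples the Spearman correlation was 0.336. A pseudocount of 1 moved the Pearson correlation most, to -0.0380. Of the 40 sequences of Tables 4 and 5, 18 were found in stage X blastoderms, at 10.6 RPM or less, but all 40 are listed with a high fold change in PGCs and so are low in the other samples by selection. The paper describes the level of specific piRNAs in stage X blastoderms as similar to that in PGCs. It reasons that they may be localized to PGCs in the blastoderm. Which measurement this rests on is not stated there. The paper's qPCR covered 3 repeat-linked and 14 genic piRNAs, another measure and another set than the sequences of 26 to 32 nt counted here.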

These piRNAs may be localized to PGCs within stage X blastoderms, which is indicative of a post-zygotic origin [28]. Numerous genes in piRNA functional pathways have been identified, including *PIWI*/Argonaute family genes, tudor family genes, maelstrom homolog, and vasa homolog [31]. piRNA pathway genes play crucial roles in germline determination during meiosis, gametogenesis, and transposon silencing. These functions may involve piRNAs and may be achieved via RNA interference silencing complex (RISC) mediated epigenetic and posttranscriptional regulation [29, 32]. In *Drosophila*, PIWI, aubergine, or spindle-E regulates epigenetic function via heterochromatin proteins (HP1 and HP2), which participates in the formation of heterochromatin along with histone H3 lysine 9 methyltransferase [29, 33]. Silencing these genes in *Drosophila* caused loss of heterochromatin formation by reduction of histone methyltransferase, and delocalization of HP1 and HP2 [33]. Similarly, fission yeast lacking an RISC component argonaute, dicer, or RNA-dependent RNA polymerase caused loss of histone methyltransferase and HP1 homolog at the centromeric heterochromatin [32, 34].

We selected chicken homologs of two piRNA pathway genes, *CIWI* and *CILI*, for indirect functional validation of the putative piRNA-linked genes obtained in this study. To our knowledge, these two PIWI family members are only identified in chicken genome, and their expression pattern in PGCs was described in our recent study [30]. We used gene-specific siRNAs to knockdown *CIWI* and *CILI*. After knockdown, we examined the expression of *CR1* and five piRNA-linked coding genes (*RAP2B*, *LRP8*, *VDR*, *ZNF302* and *RGN*). These genes were selected based on their crucial roles in germ cells. The maximal knockdown of *CIWI* and *CILI* significantly increased the expression of *CR1* and *RAP2B* in PGCs. piRNAs and their linked genes play a major defense role against transposable elements. The over activation of transposable elements is associated with severely impaired gametogenesis and causes DNA double-strand breakage in germ cells [35]. According to previous studies, increased *CR1* expression causes DNA damage in PGCs. Therefore, the expression of *RAP2B* increased under these conditions. *RAP2B* is a member of the Ras superfamily that protects cells from DNA damage in a p53-dependent manner [36]. In contrast, knockdown of *CIWI* and *CILI* decreased the expression of *VDR* and *RGN* in PGCs, which could impair germ cell development. *VDR* is crucial for vitamin D3 metabolism, Ca^2+^ homeostasis, and gametogenesis [37–40], and *RGN* is crucial for Ca^2+^ homeostasis and gametogenesis [41, 42]. The nucleosome is composed of DNA and multiple histone protein families, H2A, H2B, H3, and H4. In mammals, the H2A family is consists of three members, H2A.1-H2A.2, H2A.Z, and H2A.X. Among these three members of H2A family, H2A.X becomes phosphorylated on residue serine 139 (the site of gamma-phosphorylation) in cells when double-stranded breaks are introduced into the DNA [43, 44]. Thus, accumulation of gamma H2A.X near break site is a rapid cellular response to the presence of DNA double-strand breakage [43]. It has been reported that the aubergine, spindle-E, and armitage mutations lead to germline-specific accumulation of gamma-H2A.X in *Drosophila*[45]. In addition, gamma H2A.X accumulates in normal chromosomes where the meiotic double-strand breaks are formed [46]. In this study, to further confirm the DNA double-strand breakage in PGCs, cells were subjected to H2A.X staining after knockdown of *CIWI* and *CILI*. Our results clearly indicated that PGCs undergo *CR1*-mediated DNA double-strand breakage after knockdown of *CIWI* and *CILI*. These results suggested that *CIWI* and *CILI* interact with certain piRNA-linked genes to protect germ cells.

## Conclusions

In this study, we identified different types of ncRNAs including piRNAs in chicken PGCs. piRNAs are closely related with piRNA pathway genes, and functions specifically in germ cells. After knockdown of piRNA pathway genes *CIWI* and *CILI*, we found a transposable element-mediated DNA double-strand breakage in chicken PGCs. Several piRNA-linked genes that play crucial role in germ cells were also altered in chicken PGCs. Thus, our results significantly indicate the role of piRNA pathway genes in the protection of germ cells.

## Methods

### Experimental animals and animal care

The care and experimental use of White Leghorn (WL) chickens was approved (SNU-070823-5) by the Institute of Laboratory Animal Resources, Seoul National University, Korea. For fertilized eggs, chickens were maintained according to a standard management program at the University Animal Farm. The procedures for animal management, reproduction, and embryo manipulation adhered to the standard operating protocols of our laboratory.

### Sample preparation

Blastodermal cells at Eyal*-*Giladi and Kochav (EG&K) stage X [47] were collected by gentle dissociation of stage X blastoderms (n = 30) from freshly laid eggs in phosphate buffered saline (PBS) followed by centrifugation at 1,250 rpm for 10 min. Fertilized eggs were incubated at 37.5°C under 50–60% relative humidity. PGCs and GSCs were isolated from the gonads of chicken embryos at E6.0 (mixed sex, n = ~2,000) using the magnetic-activated cell-sorter (MACS) method [48]. Gonads were dissociated by gentle pipetting in 0.25% trypsin (Invitrogen) and 0.05% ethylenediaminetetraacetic acid (EDTA). After adding 10% fetal bovine serum (FBS, Thermo Fisher Scientific) to inactivate the trypsin-EDTA and briefly centrifuging at 200 × *g* for 5 min, total gonadal cells were incubated with anti-stage specific embryonic antigen (SSEA-1, Santa Cruz Biotechnology) for 20 min at room temperature. Cells were washed with 1 mL MACS buffer (0.5% BSA and 2 mM EDTA in PBS), and the supernatant was completely removed by centrifugation. The pellet was mixed with 100 μL MACS buffer supplemented with 20 μL goat anti-mouse IgM microbeads for 15 min at 4°C. Cells were washed with 500 μL MACS buffer and loaded onto a MACS column (Miltenyi Biotec GmbH). After several batches of cell preparation, the PGC-enriched fraction and GSCs were separated. The survival rate of PGCs purified by MACS is shown in Additional file 8: Table S5. CEFs were collected by dissociating the embryonic body (E6.0, n = 6) in 0.25% EDTA at 37°C for 20 min. Cells were then cultured in Dulbecco’s modified Eagle’s medium (DMEM; Thermo Fisher Scientific) containing 10% FBS and 1% antibiotic–antimycotic (Invitrogen) in a 5% CO_2_ atmosphere at 37°C. In addition, we collected the left gonads at E13.5, E15.5, and E17.5 and the testis and ovary at 1 day and 24 weeks from male and female chicken embryos or chickens (n = 3), respectively. All experiments discussed hereafter were performed at least in triplicate.

### High-throughput next-generation sequencing

Approximately 5 μg total RNA from each test sample (PGCs, stage X blastoderms, GSCs, and CEFs) was used to generate high-throughput NGS data using the Illumina HiSeq (Beijing Genomics Institute, China) following standard protocols from Insilicogen, Korea. Raw NGS data were processed to obtain clean reads by removing low-quality reads (Q-value < 13), short read tags (<18 nt), and adaptor-ligated contaminants using TRIM software developed by BGI for the analysis of high-throughput sequencing. To further identify sequence reads with reliable chromosomal locations, they were mapped onto the reference genome from the NCBI (*Gallus gallus* v.4) using BLAST, with identity ≥ 90% and HSP coverage ≥ 95%. Among the clean reads, those with sequence lengths between 18 and 44 nt were selected as potential small ncRNAs. Basic annotations of small ncRNAs were performed following standard protocols from Insilicogen. Briefly, to identify miRNAs, sequence reads were aligned with the precursor or mature miRNAs of chickens in miRBase19 using BLASTN with an e-value cutoff of 0.01. Sequence reads from repeat regions were identified by alignment with the reference chicken repeat sequences. To identify rRNAs, tRNAs, snoRNAs, scRNAs and snRNAs, sequence reads were aligned with the reference nucleotides from GenBank records and into the Rfam database using BLASTN with an e-value of 0.01. Sequence reads from exonic or intronic regions were identified based on their genomic locations in 17,767 reference gene sets. Furthermore, a priority rule was applied to ensure that every unique small ncRNA was mapped to only one annotation: tRNAs, rRNAs, snRNAs, snoRNAs, scRNAs > miRNAs > repeats > exons > introns.

### Prediction of piRNAs using proTRAC software

To obtain the putative chicken piRNAs, we performed *ab initio* predictive analysis using proTRAC software [49] with the sequence reads of test samples. proTRAC predicts potential piRNAs based on typical characteristics such as strand bias, the number of loci with T at position 1 or A at position 10 that is the so-called ping-pong signature, the number of loci within the typical piRNA length (26-32 nt), and the quantity of loci from infrequently mapped reads. The alignment output of sequence reads against the chicken reference genome was generated using SeqMap software [50] with the recommended ELAND3 output option, which was used as the input for proTRAC with default parameters (excluding minimum loci per cluster as 6, significance level of p ≤ 0.05 for increased hit density, and a minimum score of 1.3 for strand bias). To cross-validate the putative chicken piRNAs, we performed another *ab initio* predictive analysis using piRNApredictor software [51] with the sequence reads of test samples. The output results of proTRAC and piRNApredictor were then compared to control the false positive rate.

### qPCR analysis of piRNAs and mRNAs

qPCR was performed to examine the expression of 3 repeat sequence-linked putative piRNAs and 14 genic-transcript-linked putative piRNAs along with their 15 linked genes in PGCs, stage X blastoderms, GSCs, and CEFs. Total RNA of the test samples was isolated using TRIzol reagent (Invitrogen). For piRNA amplification, 1 μg total RNA was reverse transcribed using a miRNA 1^st^-strand cDNA synthesis kit (Agilent Technologies). To elongate the piRNAs, total RNA was first treated with *Escherichia coli* poly-A polymerase to generate a poly-A tail at the 3′-end of each RNA molecule. Following polyadenylation, cDNAs were synthesized using the RT adaptor primer. PCR was performed using the High-Specificity miRNA qPCR Core Reagent Kit (Agilent Technologies). The PCR reaction mixture was prepared by adding 2.5 μL of 10× core PCR buffer, 2.75 μL of 50 mM MgCl_2_, 10 μL of 20 mM dNTPs, 1.25 μL of 20× Eva green (Biotium), 1.0 μL of 3.125 μM piRNA-specific forward primers, 1.0 μL of 3.125 μM universal reverse primer (Agilent Technologies), 0.5 μL of High-Specificity polymerase, and 2.0 μL of cDNA to a final volume of 25 μL. PCR was performed with an initial incubation at 94°C for 10 min, followed by 40 cycles at 94°C for 10 s, 60°C for 15 s, and 72°C for 20 s. The forward primer for each piRNA, and chicken snoRNA (U24, GenBank: Z48762) was designed according to the guidelines of Agilent Technologies (Additional file 9: Table S6). piRNA expression was normalized to that of chicken snoRNA, which already validated as internal control [52].

For mRNA amplification, 1 μg total RNA was reverse transcribed using the Superscript III First-Strand Synthesis System (Invitrogen). The PCR reaction mixture was prepared by adding 2 μL PCR buffer, 1.6 μL 2.5 mM dNTP, 10 pmol each forward and reverse primer, 1 μL 20× Eva green, 0.2 μL Taq DNA polymerase, and 2 μL cDNA to a final volume of 20 μL. PCR was performed with an initial incubation at 94°C for 3 min, followed by 40 cycles at 94°C for 30 s, 60°C for 30 s, and 72°C for 30 s. qPCR primers for each target gene, and chicken glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) were designed using the Primer3 program (Additional file 10: Table S7). mRNA expression was normalized to that of chicken *GAPDH*. qPCR analysis for piRNAs and mRNAs was performed using the CFX96 real-time PCR detection system with a C1000 thermal cycler (Bio-Rad Laboratories).

### Expression analysis of *CIWI*and *CILI*

The expression patterns of two known piRNA pathway genes from chicken, *CIWI* and *CILI*, were examined using qPCR and *in situ* hybridization. For qPCR, cDNA samples from PGCs, stage X blastoderms, GSCs, and CEFs were amplified using the appropriate *CIWI* and *CILI* primers (Additional file 10: Table S7), as described above. For *in situ* hybridization, cDNA from PGCs was amplified using primers targeting *CIWI* (F: 5′-CCT GAT GGT GTA GGA GAT GGA; R: 5′-CAA GGA AAG CCA GTT TAT GGG) [GenBank: NM_001098852] and *CILI* (F: 5′-TGA GCC CCG ACA TCC ACA G; R: 5′-TTC TTG GGC AGG CAG TGG TT) [GenBank: JN248386]. The *CIWI* and *CILI* PCR products were cloned into the pGEM-T plasmid vector (Promega) and transformed into *E. coli* strain DH5α. After we verified the cloned sequence, the recombinant plasmid containing *CIWI* and *CILI* was amplified using T7- and SP6-specific primers and was subjected to cRNA probe preparation using a digoxigenin RNA labeling kit (Roche Diagnostics). Localization of *CIWI* and *CILI* during limited stages of germ cell development (E13.5, E15.5, E17.5, 1 day, and 24 weeks) in male and female chickens was examined as described previously [53]. The mRNA signal was visualized as a brown color, and images were captured under a Zeiss Axiophot light microscope (Carl Zeiss).

### Knockdown of *CIWI*and *CILI*and their effects on putative piRNA-linked genes

Gonadal PGCs were cultured briefly for mass production as described previously [8]. siRNAs targeting *CIWI* and *CILI* were designed using the RNAi designer tool (Invitrogen), which includes a sequence similarity search of the input sequence using the BLAST program. Three siRNA sequences, siRNA-205 (sense: 5′-AGA CAC UAG GAU UAC AGA U; antisense: 5′-AUC UGU AAU CCU AGU GUC U), siRNA-318 (sense: 5′-CAC GUU AGA GAA UCA AAA A; antisense: 5′-UUU UUG AUU CUC UAA CGU G), and siRNA-2423 (sense: 5′-ACU GAA ACC AGA UCA UGU A; antisense: 5′-UAC AUG AUC UGG UUU CAG U), against *CIWI* were synthesized with incorporation of a 5′-fluorescein isothiocynate (FITC) modification. In addition, three siRNA sequences, siRNA-785 (sense: 5′-GAA UUU GGU GGC UCU GCU G; antisense: 5′-CAG CAG AGC CAC CAA AUU C), siRNA-1430 (sense: 5′- AUG CUU CGA CAC CUU CGA G; antisense: 5′-CUC GAA GGU GUC GAA GCA U), and siRNA-2474 (sense: 5′-AUG CUU CGA CAC CUU CGA G; antisense: 5′-CUC GAA GGU GUC GAA GCA U), against *CILI* were synthesized. Commercially available control siRNA (sense: 5′-CCU ACG CCA CCA AUU UCG U; antisense: 5′-GGA UGC GGU GGU UAA AGC A), which was not a scrambled sequence of the test siRNAs, was purchased from Bioneer Corporation (Daejeon, Korea). To knockdown the genes, siRNAs were transfected into PGCs (500 pmol siRNA in lipofectamine + Opti-MEM per 1 × 10^5^ cells) as described previously [52]. After transfection for 48 h, FITC expression was confirmed in PGCs, and total RNA was extracted using TRIzol reagent. The efficiency of *CIWI* and *CILI* knockdown, and their effects on the expression of six candidate putative piRNA-linked genes including *CR1*, *RAP2B*, *LRP8*, *VDR*, *ZNF302*, and *RGN* were measured using qPCR.

### Immunocytochemical analysis

Immunocytochemistry was performed to examine DNA double-strand breakage in *CIWI* and *CILI* knockdown PGCs. Approximately 48 h after knockdown, PGCs were fixed in 3.7% paraformaldehyde and incubated with 1:200 diluted rabbit polyclonal to gamma H2A.X (phospho S139) antibodies (Abcam, ab11174) overnight at 4°C. After washing with PBS, PGCs were incubated with secondary antibody labeled with phycoerythrin (anti-rabbit IgG, Santa Cruz Biotechnology) for 1 h at room temperature. Cells were finally mounted with Vectashield mounting medium with 4′,6-diamidino-2-phenylindole (DAPI, Vector Laboratories), and analyzed under a fluorescence microscope (Nikon Corporation).

### Statistical analysis

Statistical analysis in gene knockdown experiments was performed using the Student’s *t* test of the SAS software (SAS Institute). Significant differences between control and treatments were analyzed using the general linear model (PROC-GLM) of the SAS software. Statistical significance was ranked as *P < 0.05, **P < 0.01, or ***P < 0.001.

### Supporting data

The raw and processed data of this project have been deposited to the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE60400.

## Electronic supplementary material

Additional file 1: Table S1: The statistics of sequencing quality.

Additional file 2: Figure S1: Size distribution of total and unique reads. Size distribution of total **(A)** and unique **(B)** reads in PGCs, stage X blastoderms, GSCs, and CEFs obtained using high-throughput next-generation sequencing following the standard annotation protocols.

Additional file 3: Table S2: piRNApredictor output and distribution of piRNAs from next-generation sequencing.

Additional file 4: Table S3: Comparison of proTRAC and piRNApredictor outputs.

Additional file 5: Table S4: Pathways and functional information of genic sequences originated piRNA-associated genes.

Additional file 6: Figure S2: mRNA localization of *CIWI*. mRNA localization of chicken piRNA pathway gene *CIWI* during limited stages of germ cell development in male and female chickens. S: sense control. Bar = 200 μm (1^st^ and 3^rd^ columns) and 50 μm (2^nd^ and 4^th^ columns).

Additional file 7: Figure S3: mRNA localization of *CILI*. mRNA localization of chicken piRNA pathway gene *CILI* during limited stages of germ cell development in male and female chickens. S: sense control. Bar = 200 μm (1^st^ and 3^rd^ columns) and 50 μm (2^nd^ and 4^th^ columns).

Additional file 8: Table S5: Survival rate of PGCs purified by MACS.

Additional file 9: Table S6: qPCR primers used for the amplification of piRNAs.

Additional file 10: Table S7: qPCR primers used for the amplification of genes.

# Supplementary material for: Small non-coding RNA profiling and the role of piRNA pathway genes in the protection of chicken primordial germ cells
**Source:** BMC Genomics. 2014 Sep 4;15(1):757. doi: 10.1186/1471-2164-15-757
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: The statistics of sequencing quality.

Table S1. The statistics of sequencing quality.

| Raw data |                          |                         | Sequencing quality     |                        |                        |
|----------|--------------------------|-------------------------|------------------------|------------------------|------------------------|
| Sample   | Number of<br>total reads | Total<br>base pairs (%) | >Q10 base pairs<br>(%) | >Q20 base pairs<br>(%) | >Q30 base pairs<br>(%) |
| PGCs     | 9175177                  | 449583673<br>(100%)     | 446499729<br>(99.3%)   | 443029508<br>(98.5%)   | 437364277<br>(97.3%)   |
| Stage X  | 9243725                  | 452942525<br>(100%)     | 449308999<br>(99.2%)   | 445330516<br>(98.3%)   | 437482641<br>(96.6%)   |
| GSCs     | 10314115                 | 505391635<br>(100%)     | 501960419<br>(99.3%)   | 497913287<br>(98.5%)   | 491262999<br>(97.2%)   |
| CEFs     | 16705966                 | 818592334<br>(100%)     | 814478919<br>(99.5%)   | 809925849<br>(98.9%)   | 792138467<br>(96.8%)   |

# Supplementary material for: Small non-coding RNA profiling and the role of piRNA pathway genes in the protection of chicken primordial germ cells
**Source:** BMC Genomics. 2014 Sep 4;15(1):757. doi: 10.1186/1471-2164-15-757
**Supplement:** Supplementary file 3 — Additional file 3: Table S2: piRNApredictor output and distribution of piRNAs from next-generation sequencing.

Table S2. piRNApredictor output and distribution of piRNAs from next-generation sequencing.

| Samples | Input                        | Output                        | Distribution of piRNAs |             |                 |                     |               |                   |       |      |       |      |
|---------|------------------------------|-------------------------------|------------------------|-------------|-----------------|---------------------|---------------|-------------------|-------|------|-------|------|
|         | Number<br>of unique<br>reads | Number<br>of unique<br>piRNAs | Repeat                 | Unannotated | Intron<br>sense | Intron<br>antisense | Exon<br>sense | Exon<br>antisense | snRNA | rRNA | miRNA | tRNA |
| PGCs    | 687544                       | 197237                        | 104898                 | 68096       | 4380            | 1542                | 15218         | 329               | 170   | 1599 | 64    | 397  |
| Stage X | 350113                       | 53890                         | 14820                  | 25529       | 3126            | 366                 | 7297          | 83                | 78    | 1629 | 51    | 504  |
| GSCs    | 350647                       | 57311                         | 7742                   | 32008       | 3355            | 331                 | 11133         | 62                | 114   | 1631 | 64    | 301  |
| CEFs    | 159803                       | 9931                          | 293                    | 5816        | 766             | 133                 | 1441          | 16                | 26    | 777  | 78    | 289  |

# Supplementary material for: Small non-coding RNA profiling and the role of piRNA pathway genes in the protection of chicken primordial germ cells
**Source:** BMC Genomics. 2014 Sep 4;15(1):757. doi: 10.1186/1471-2164-15-757
**Supplement:** Supplementary file 4 — Additional file 4: Table S3: Comparison of proTRAC and piRNApredictor outputs.

Table S3. Comparison of proTRAC and piRNApredictor outputs.

| Samples | Input              | Common              | Distribution of common piRNAs |             |        |           |       |           |       |      |       |      |
|---------|--------------------|---------------------|-------------------------------|-------------|--------|-----------|-------|-----------|-------|------|-------|------|
|         | Output             |                     |                               |             |        |           |       |           |       |      |       |      |
|         | Number             | Number              | Repeat                        | Unannotated | Intron | Intron    | Exon  | Exon      | snRNA | rRNA | miRNA | tRNA |
|         | of unique<br>reads | of unique<br>piRNAs |                               |             | sense  | antisense | sense | antisense |       |      |       |      |
| PGCs    | 687544             | 35538               | 28520                         | 5845        | 633    | 259       | 213   | 46        | 20    | 1    | 1     | 0    |
| Stage X | 350113             | 4097                | 3695                          | 301         | 65     | 31        | 4     | 0         | 0     | 1    | 0     | 0    |
| GSCs    | 350647             | 1795                | 1162                          | 562         | 38     | 23        | 8     | 0         | 1     | 0    | 1     | 0    |
| CEFs    | 159803             | 27                  | 1                             | 19          | 3      | 0         | 4     | 0         | 0     | 0    | 0     | 0    |

# Supplementary material for: Small non-coding RNA profiling and the role of piRNA pathway genes in the protection of chicken primordial germ cells
**Source:** BMC Genomics. 2014 Sep 4;15(1):757. doi: 10.1186/1471-2164-15-757
**Supplement:** Supplementary file 8 — Additional file 8: Table S5: Survival rate of PGCs purified by MACS.

Table S5. The survival rate of PGCs purified by MACS.

| Trials | Number of embryos used | Total number of cells isolated from<br>embryonic gonads | Number of cells after MACS <sup>1</sup> | Viability (%) <sup>2</sup> |
|--------|------------------------|---------------------------------------------------------|-----------------------------------------|----------------------------|
| T1     | 554                    | 6.3 x 10 <sup>7</sup>                                   | 593000                                  | 97                         |
| T2     | 577                    | 7.3 x 10 <sup>7</sup>                                   | 689000                                  | 98                         |
| T3     | 586                    | 8.7 x 10 <sup>7</sup>                                   | 813000                                  | 96                         |
| T4     | 326                    | 3.1 x 10 <sup>7</sup>                                   | 299000                                  | 97                         |

<sup>1</sup>Number of SSEA1-positive cells after MACS

<sup>2</sup>Percentage of live cells by trypan blue staining

# Supplementary material for: Small non-coding RNA profiling and the role of piRNA pathway genes in the protection of chicken primordial germ cells
**Source:** BMC Genomics. 2014 Sep 4;15(1):757. doi: 10.1186/1471-2164-15-757
**Supplement:** Supplementary file 9 — Additional file 9: Table S6: qPCR primers used for the amplification of piRNAs.

Table S6. qPCR primers used for the amplification of piRNAs.

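Table S6 lists the forward primers for single piRNAs. Each was compared with the sequence of its piRNA and with all reads in the files. It has primers for 18 piRNAs, each primer of 17 to 25 nt, and 17 of the primers occur unchanged within the sequence of their piRNA in Tables 4 and 5. The primer for ISG_3439104 as printed lacks 1 base of its read, and reads that contain the primer as printed numbered 4 in PGCs. The other primers also occur in longer, shorter, or shifted reads. The named sequence made up 8.44% to 88.1% of the PGCs reads that contain its primer, with a median of 33.3%. Reads that contain the primer were most abundant in PGCs for all 17 (no replicates), and none was found in CEFs.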

| Seq. ID     | Primer Sequences (5'-3')     | Seq. ID     | *Primer Sequences (5'-3')   |
|-------------|------------------------------|-------------|-----------------------------|
| ISG_3439104 | F: TATTTCTAACGTCCAGCCTG      | ISG_1952422 | F: AGAACACACTTGGCCTTCC      |
| ISG_1920655 | F: ACTGAACACAGCACTCGAGGT     | ISG_2943457 | F: AGAGCTGCCCCTGAGCCT       |
| ISG_1259042 | F: GAAGATGTGCACCTGACGC       | ISG_2785619 | F: GCATGTTGCTCTCTGTCAGC     |
| ISG_2022559 | F: GTTTACTGACTGAGCTACTTTTCCC | ISG_2633063 | F: GGTACTGAGACATCTTGGAGACAA |
| ISG_1354003 | F: TCCAAGGACCAGTAGCGCT       | ISG_2087909 | F: CTCAAAGGATTCCGCATCG      |
| ISG_3065006 | F: CCAAATGGTAGCAGAGGCC       | ISG_3356981 | F: GCTGAGAACTAAGGATGCCTCC   |
| ISG_3294350 | F: TGTGACCCTGGAATTCCACTAC    | ISG_2645108 | F: GTGAGAAGGGCTTTGTGCAG     |
| ISG_2675670 | F: GTGTGGGACGAGAAGGAGAAC     | ISG_3080707 | F: GTGTGTGAGTGCGGCGG        |
| ISG_3280151 | F: AAGGACCTCTGAGAATTGCTTTCT  | ISG_1621199 | F: AAGAGAAGCTGAACACAGGGTG   |
| snoRNA      | F: GGGATGTAAAAAATACTTGCTATC  |             |                             |

\*F: Forward primers. Universal reverse primer was purchased from Agilent Technologies.

How the deposited data were processed for this re-analysis (not part of the article)

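The authors sequenced small RNA from the 4 test samples on the Illumina HiSeq platform, with 1 library per sample. The authors removed reads of low quality, short tags, and adaptor contaminants with the TRIM software of the sequencing provider, kept lengths from 18 to 44 nt, and collapsed identical reads, so that the deposited files give the raw count of each distinct clean read, without normalization. The BLAST match to the chicken genome that gave the totals of Table 1 had not been applied to the files.

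From these counts, RPM was computed as the count divided by all reads in the file of that sample, times 1000000. The depth was 8913256 reads in PGCs, 7846545 in stage X blastoderms, 9927231 in GSCs, and 16064347 in CEFs, and 3 reads, the smallest level taken as detectable, were 0.187 to 0.382 RPM. Shares were given Wilson 95% intervals. Fisher's exact test compared each of the 40 sequences of Tables 4 and 5 between PGCs and each other sample, with Benjamini-Hochberg adjustment over 120 tests. The paper selected these sequences from the same libraries, so the tests restate that selection and give no independent evidence of upregulation. With 1 library per sample, the dispersion models of edgeR or DESeq2 could not be fitted, and edgeR was used only for TMM size factors, from 2458 sequences with at least 10 counts in every sample. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, and edgeR 4.0.16 were used.

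Upregulated unique reads had more than 2 RPM and at least 2 times the mean of the other 3 samples, floored at 0.01 RPM. While the files were first being read, 8 definitions of upregulation were counted beside the paper's totals, from 4 minimum values (none, 1, 2, and 5 RPM) and 2 rules (2 times the mean of the other samples, or 2 times each of them). The main definition and 3 of the others had been set before the files arrived, and the remaining 4 had not. All 8 are reported, and the main definition was not changed. The use of the paper's Table 1 totals as library size, the count of each 10 nt word once, and the random pairing of stage X blastoderm and PGC levels were also added after the files arrived.

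Overlaps of complementary reads were counted by sequence, since no genome was used, with words of 10 nt and overlaps of 10 to 20 nt. The design set beforehand also named overlaps of 1 to 9 nt as background, which words of 10 nt cannot give, so the background is 11 to 20 nt. The sequences named in the text were set beforehand as the 40 of Tables 4 and 5, the 3 most frequent in each sample, and the 3 most frequent of 26 to 32 nt in each sample. The scripts were tested on simulated data, in which 200 of 2000 sequences were raised 8 times. They recovered 100% of these with 0 false calls. Annotation classes, genome positions, proTRAC, and piRNApredictor need the genome and were left out, as were qPCR, knockdown, and staining, which are not in the files analysed here.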

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

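Among the most frequent sequences of each sample, those outside Tables 4 and 5 that were at least 10 times as abundant as in the next sample were flagged, a cutoff set after the files arrived. The paper does not discuss these sequences. Their origin was not looked up here, since neither a genome nor a set of annotated small RNAs was used.

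In stage X blastoderms, AACTCTTAGCGGTGGATCACTCGGC (25 nt) was at 13038.1 RPM, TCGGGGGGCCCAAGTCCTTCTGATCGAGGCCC (32 nt) at 10913.3 RPM, and TCGGGCCGGCCGCGCCGCGCGCGCGTCC (28 nt) at 10719.9 RPM. They were 25.1, 94.1, and 403 times as abundant as in the next sample. A difference in library depth was tested with TMM size factors, which left the 32 nt sequence 73.6 times as abundant in stage X blastoderms as in PGCs. However, RPM already divides by depth, and the factors were 1.17 in PGCs and 1.495 in stage X blastoderms. Factors this close could hardly remove a difference of 94.1 times, so the test excludes little. The prediction for this test was written after the counts had been seen. Fragments of abundant RNAs and sequence from outside the chicken genome were not tested, and with 1 library a difference between preparations cannot be separated from one between samples.

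In CEFs, TGAGGTAGTAGGTTGTATAGTT was at 211807 RPM, TGAGGTAGTAGATTGTATAGTT at 181625 RPM, and TGAGGTAGTAGGTTGTATGGTT at 52688.4 RPM, all of 22 nt. Of 26 to 32 nt, ACCAGATGATGAGTTGGAACCTGATGGTA was at 986.47 RPM, GCAGATGATGTGTGGAGCAGCTGATGCT at 554.395 RPM, and TCGTGGGGTGGCGCAGCGTTGGATTTT at 250.057 RPM. The CEFs file also differs from the others in its cleaning. It holds 0 reads with an undetermined base, where 2459.68 would be expected at the lowest rate of the other 3 files, and 27 reads of 41 to 44 nt, where 16242 would be expected. This is consistent with other cleaning settings or another batch, a prediction written after the 0 had been seen. The missing reads, 2459.68 and 16242 by these expectations, are few beside the 16064347 reads in CEFs. Their removal alone cannot make the flagged sequences 34.3 to 392 times as abundant as in the next sample. CEFs are the only sample of their kind, so a batch difference cannot be told apart from one between samples. No biological explanation was tested.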

How the results depend on the processing

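The alternatives were set before the files arrived, except where stated. The most abundant length of total and of unique reads was the same in every sample under the alternative that could be run. The number of sequences of Tables 4 and 5 above all other samples was 40 with TMM size factors and 39 with all reads sharing the first 20 nt.

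Keeping sequences with at least 2 reads changed the unique reads to 325308 in PGCs, 334536 in stage X blastoderms, 148268 in GSCs, and 105521 in CEFs, since most unique reads are read once. Subsampling to the smallest library lowered CEFs, the deepest library, from 380560 to 223253. It lowered PGCs from 1239978 to 1128056 and GSCs from 604612 to 505060.

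The number of upregulated unique reads follows the minimum RPM. Without one it was 1165439 in PGCs, 676122 in stage X blastoderms, 524972 in GSCs, and 346437 in CEFs, where a single read with none elsewhere passes. Above 5 RPM it was 6579, 9286, 3432, and 2447. Requiring 2 times each of the other samples changed GSCs to 3166, and TMM size factors, which lower the effective library size of CEFs, changed CEFs to 10688. TMM size factors also gave 14749 in PGCs and 13089 in stage X blastoderms, which reversed the order of these samples. The 4 definitions counted without having been set beforehand moved as follows. Above 1 RPM against the mean there were 33852 in PGCs, 34842 in stage X blastoderms, 9885 in GSCs, and 8103 in CEFs. With no minimum against each of the other samples there were 1112863, 642854, 474713, and 340231. Above 5 RPM against each there were 4527, 8136, 1792, and 2251. Above 1 RPM against each there were 28024 in PGCs, 30645 in stage X blastoderms, and 7361 in CEFs, with GSCs within 1.5 times of the main count.

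The shares in PGCs moved by more than their narrow intervals. T at position 1 was 36.5748% weighted by count, 35.9122% for 24 to 32 nt, and 40.0359% with at least 2 reads. A at position 10 was 36.8878%, 31.5592%, and 35.7684%, in the same order. In stage X blastoderms T at position 1 was 41.071%, 29.6334%, and 30.6906%, and A at position 10 was 25.1942%, 26.1401%, and 26.6418%, again in that order. In GSCs T at position 1 was 14.0655% weighted by count and 21.6497% with at least 2 reads, where A at position 10 was 24.5233%. In CEFs T at position 1 was 21.0046% for 24 to 32 nt and 21.3476% with at least 2 reads, and A at position 10 was 16.0606% weighted by count and 19.7302% with at least 2 reads. Weighted by count, stage X blastoderms and not PGCs had the highest share of T at position 1. Weighting lets a few abundant sequences set a share, and the length and count filters change which sequences enter.

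The z of the 10 nt overlap in PGCs fell to 0.697594 with each word counted once, added after the files arrived, and in stage X blastoderms to 1.45501. Under the same setting the z changed sign in GSCs, to -0.129405, and in CEFs, to 2.66813. Weighting pairs by read counts lowered the z to 0.616727 in stage X blastoderms and 1.61719 in GSCs, but left 15.6629 in PGCs. The ratio at 10 nt fell from 1.94 to 1.43 in stage X blastoderms. It rose from 1.22 to 1.61 in GSCs and from 3.03 to 8.00 in PGCs. For 24 to 32 nt the z in PGCs was 24.9855.

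The Pearson correlation of stage X blastoderms and PGCs was -0.0379601 with a pseudocount of 1, -0.182619 for 24 to 32 nt, and -0.271755 above 10 RPM. The Spearman correlation was -0.232077 for 24 to 32 nt and -0.273162 above 10 RPM. All of these are lowered by choosing sequences that are high in either sample, so their sign does not show opposed levels.

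Matching reads to the genome and the 3 alternatives for annotation classes were not run, since no genome was used. The replicate block was not run because each group has 1 library. Depth limits Table 5, where 9 reads in PGCs give an interval from 0.531 to 1.92 RPM.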

Differences from the paper's values

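In CEFs the file held 380560 unique reads against the paper's 217402. Subsampled to the smallest library, an alternative set before the files arrived, the number was 223253 and no longer differed by more than 1.5 times. The paper's number is from the full depth after the genome match, so this closeness does not explain the gap. The effect of the match was not tested. With at least 2 reads the number in the file was 105521 and still differed.

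In PGCs 16475 unique reads were upregulated against the paper's 26328. For its total the paper names only a 2-fold cutoff. Its Table 5 lists sequences as upregulated down to 1.1, which a minimum of 2 would leave out. The minimum of 2 RPM used here is therefore not the paper's, and these counts are at unlike thresholds. None of the alternatives set before the files arrived closed the gap: no minimum RPM gave 1165439, RPM above 5 gave 6579, 2 times each of the other samples gave 12801, TMM size factors gave 14749, and the added exact test gave 16457. Among the settings added later, Table 1 totals as library size gave 17157, no minimum against each of the other samples 1112863, and RPM above 5 against each 4527, all still different. RPM above 1 against each of the other samples gave 28024 and RPM above 1 against the mean gave 33852, both within 1.5 times of the paper's value. These were among 8 definitions counted beside the paper's totals, and RPM above 1 against each was noticed as close to those totals only after seeing the values, so it was chosen after seeing the values. Under it the other samples were also within 1.5 times of the paper's, with 30645 in stage X blastoderms against the paper's 27903, 5077 in GSCs against 4967, and 7361 in CEFs against 5128. Under RPM above 1 against the mean, GSCs (9885) and CEFs (8103) were not.

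The paper gives the total of CEFs as 15180321 in Table 1 and 15180853 in its text. The file's 16064347 is within 1.5 times of both. No RPM or fold change of Tables 4 and 5 differed by more than 1.5 times under the main setting. Where the other samples have 0 reads, the fold change is the RPM in PGCs over the floor of 0.01 RPM. For these sequences it is no comparison beyond that of the RPM in PGCs. The RPM values in PGCs were 0.918 to 0.921 times the paper's. Where reads were found, they were 0.797 to 0.822 times in stage X blastoderms and 0.916 to 0.928 times in GSCs. With Table 1 totals as library size, a setting added later, ISG_3439104 in PGCs was at 1147.38 RPM against the paper's 1147.02.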

Other observations

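The values in Tables 4 and 5, given as RPKM, were compared with the counts in the file. For the 33 sequences with at least 40 counts in PGCs, of 21 to 30 nt, the count divided by the paper's value varied by a factor of 1.00126 between the largest and the smallest. This is consistent with RPM without division by length, a prediction written after some quotients had been seen.

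Overlaps of 10 nt between complementary reads of PGCs were more frequent than other overlaps, with a z of 26.1. Before the count, 1 complementary pair had been noticed in Table 4, but no z had been seen. Base composition was tested with reversed, not complemented words, which gave a z of -0.161093, so reversed words did not produce the excess. Reversed words do not set T at position 1 against A at position 10. The test therefore cannot exclude an effect of the base shares at these positions. A few repetitive sequences making most pairs was tested by counting each word once, which gave a z of 0.697594, as predicted if they are the cause. However, the same setting gave its highest z, 2.66813, in CEFs, where the main count showed no excess. A low z under it therefore does not decide the question. This explanation remains open, and the overlap cannot be told apart from it. How large an excess spread over many sequences the second test can show was not measured.

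The sequences of Table 4 were found in GSCs at 0.758% to 2.39% of their level in PGCs. Carry-over of PGCs into the GSC fraction was tested on 704 other sequences of 26 to 32 nt, above 20 RPM in PGCs and absent from CEFs. Their ratio of GSCs to PGCs was not constant. Its median was 2.37%, the 10th percentile 0.847% and the 90th 87.8%, and the SD of its log2 beyond counting noise was 2.53785, above the limit of 0.5 written for carry-over alone. The same SD for stage X blastoderms was 3.66. Cross-talk between libraries predicted a similar floor in stage X blastoderms, but the 10th percentile of their ratio to PGCs over that of GSCs was 0. The test set was not limited to sequences with no expression of their own in GSCs, and such expression widens the SD whether or not there is carry-over, so the test cannot exclude carry-over for the sequences of Table 4. Of the 704 sequences, 347 (49.3%) were within 2 times of the median ratio. The narrow range in Table 4 does not settle it either, since all sequences listed there had a fold change above 100, which limits their level in GSCs. Carry-over and a low level of expression in GSCs cannot be told apart here. Both predictions were written after the ratios in Table 4 had been seen.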
